# Lymphocyte deficiency alters the transcriptomes of oligodendrocytes, but not astrocytes or microglia

**DOI:** 10.1371/journal.pone.0279736

**Published:** 2023-02-24

**Authors:** Mitchell C. Krawczyk, Lin Pan, Alice J. Zhang, Ye Zhang

## Abstract

Though the brain was long characterized as an immune-privileged organ, findings in recent years have shown extensive communications between the brain and peripheral immune cells. We now know that alterations in the peripheral immune system can affect the behavioral outputs of the central nervous system, but we do not know which brain cells are affected by the presence of peripheral immune cells. Glial cells including microglia, astrocytes, oligodendrocytes, and oligodendrocyte precursor cells (OPCs) are critical for the development and function of the central nervous system. In a wide range of neurological and psychiatric diseases, the glial cell state is influenced by infiltrating peripheral lymphocytes. However, it remains largely unclear whether the development of the molecular phenotypes of glial cells in the healthy brain is regulated by lymphocytes. To answer this question, we acutely purified each type of glial cell from immunodeficient Rag2^-/-^ mice. Interestingly, we found that the transcriptomes of microglia, astrocytes, and OPCs developed normally in Rag2^-/-^ mice without reliance on lymphocytes. In contrast, there are modest transcriptome differences between the oligodendrocytes from Rag2^-/-^ and control mice. Furthermore, the subcellular localization of the RNA-binding protein Quaking, is altered in oligodendrocytes. These results demonstrate that the molecular attributes of glial cells develop largely without influence from lymphocytes and highlight potential interactions between lymphocytes and oligodendrocytes.

## Introduction

The immune system and the nervous system are two vital and intricate biological systems. In recent decades an additional layer in their complexity is emerging as accumulating evidence suggests how these two systems interact and influence one another. Although the brain has been traditionally considered an immune-privileged organ, researchers have reported the presence of immune cells in the protective layers surrounding the brain, the meninges, as well as in the perivascular space and choroid plexus [1–4]. Some meningeal immune cells are produced locally in the skull bone marrow and display different properties than immune cells derived from the periphery, suggesting brain-specific roles for the immune cells that occupy this niche [5, 6]. These meningeal immune cells are poised for direct signaling to the brain through secreted factors or indirect signaling via border cells. Several lines of evidence implicate meningeal immune cells in homeostatic brain function. Limiting immune cell migration across the blood-meningeal barrier using VLA-4 integrin antibody results in cognitive impairment, and disrupting meningeal T cells via eliminating the deep cervical lymph nodes also impairs learning [7–9]. One recent study found that meningeal γδ T cells induce anxiety-like behavior through the secretion of IL-17a through activation of receptors on glutamatergic cortical neurons [10]. As the peripheral immune cells influence the brain, the brain in turn regulates the immune system in several ways, including the production of hormones. Activation of the hypothalamic-pituitary-adrenal axis results in the secretion of corticosteroids that inhibit many immune responses [11, 12].

Although the impact of peripheral immune cells on the behavioral output of the central nervous system (CNS) has been demonstrated, how immune cells affect the cellular state in the CNS remains elusive. Glial cells including microglia, astrocytes, oligodendrocytes, and oligodendrocyte precursor cells (OPCs) make up a large portion of brain cells and play key roles in the development and function of the CNS [13–29]. Of particular note in this study, microglia are CNS-resident innate immune cells and key players in CNS pathogen defense, homeostasis, and developmental synapse engulfment and neural circuit refinement [30–39]. Oligodendrocytes form insulating myelin sheaths around axons, accelerate the propagation of action potentials along axons, and provide metabolic support to axons [40–48]. Under pathological conditions in a wide range of neurological disorders, such as stroke, trauma, and CNS autoimmunity, infiltrating peripheral immune cells release cytokines that impact levels of neuroinflammation and glial cell states [49]. State changes of glial cells in turn contribute to neuroinflammation, tissue homeostasis, and neural repair [50]. A long-standing question that remains largely unanswered is whether the cellular states of glial cells are regulated by immune cells under homeostatic conditions in the healthy brain.

Like glia, lymphocytes play a powerful role in many neurological pathologies. Most notably, lymphocytes have been implicated in the prototypic inflammatory disease, multiple sclerosis (MS). Lymphocytes are implicated in the causal pathology of MS due to a variety of experimental observations [51]. Activated myelin-specific T lymphocytes are sufficient to generate brain lesions in the popular mouse model of MS, experimental autoimmune encephalomyelitis (EAE) [52]. Though exceedingly rare in homeostasis, peripheral immune cells can migrate into the brain in a variety of neurological disease states, including stroke, cancer, where they become central players in the pathology [53, 54]. Peripheral myeloid cells and neutrophils can be found in the brains of Alzheimer disease patients, and peripheral immune composition shows changes in Parkinson disease [55, 56]. Inflammation, and therefore immune cells, are known or suspected to play a role in a huge array of CNS diseases. While their many roles in disease garner widespread attention, relatively little is known about how immune cells effect the brain in the absence of disease.

Rag2^-/-^ mice are a particularly useful tool for assessing the impact of peripheral immune cells on the CNS as they lack mature lymphocytes, the central players in adaptive immunity. Lymphocytes, including T and B cells, serve to recognize potentially hazardous antigens, and they accomplish this task by expressing a great diversity of receptors to identify the many possible antigens they may need to detect. Rather than expressing an impossibly large number of distinct receptor genes, this receptor diversity is accomplished by physical recombination of a small number of antigen receptor genes; Rag1 and Rag2 are the recombinase enzymes required for this recombination [57]. In the absence of Rag2, this recombination cannot take place, so lymphocytes will not create the appropriate receptor array and therefore fail to mature into functional T and B cells [58]. In the absence of these lymphocytes, researchers have reported a diverse set of changes in learning and behavior. When trained to associate a tone with a foot shock, Rag2^-/-^ mice show significantly less freezing when presented with the tone, indicating a fear learning deficit [59]. The freezing response was partially recovered in Rag2^-/-^ that had been reconstituted with CD4+ T-cells. In a social interaction test, Rag2^-/-^ mice spent significantly less time interacting with a conspecific mouse than wildtype mice, and this phenotype was also rescued with reconstitution of functional lymphocytes [60]. Reconstituted Rag2^-/-^ also showed less anxiety behavior than naïve Rag2^-/-^ mice, as measured by time in the open arm of an elevated plus maze. These studies demonstrate that lymphocytes can shape behavior outside of pathological conditions, though it remains unclear how this influence is exerted.

In this study we sought to determine whether the homeostatic transcriptome states of CNS glial cells require signals from lymphocytes. To that end, we acutely purified cortical oligodendrocytes, OPCs, astrocytes, and microglia by the immunopanning method from immunodeficient Rag2^-/-^ mice and immunocompetent littermates. We performed RNA-sequencing to characterize the transcriptome profiles of each of the glial cell types. We found modest changes in gene expression among oligodendrocytes, though gross myelin development appears normal. However, we did identify altered localization of an RNA-binding protein, Quaking, in oligodendrocytes, which binds transcripts for a key myelin gene, *MBP* [61]. Microglia, OPCs, and astrocytes show little to no alterations in gene expression in the cortex, despite a previous study suggesting that lymphocyte depletion altered microglial gene signatures [62]. Overall, we find little evidence that lymphocytes influence CNS function by majorly altering the transcriptome profiles of microglia, astrocytes, and OPCs in the healthy cortex.

## Methods

### Experimental animals

All animal care and experimentation were approved by the Animal Research Committee at the University of California, Los Angeles (UCLA) under the approved protocol #R-16-080. We obtained Rag2^-/-^ mice from Jackson Laboratory (B6.Cg-Rag2^tm1.1Cgn^/J, #008449) and crossed with C57BL/6J to establish the breeding colony used in all sequencing and immunostaining experiments. We ordered 8-week-old male Rag2^-/-^ mice (B6.Cg-Rag2^tm1.1Cgn^/J, #008449) and controls (C57BL/6J, #000664) from Jackson Laboratory for western blot experiments. Mice were housed in autoclaved cages and received sterilized food and water. Both male and female mice were used for experimentation. We used 3-month-old mice for RNA-sequencing experiments, and approximately 1-year-old mice for RNAscope experiments.

### Purification of brain cells

Four classes of brain cells (microglia, OPCs, oligodendrocytes, and astrocytes) were purified using immunopanning, as described in Zhang 2016 and Zhang 2014 [63, 64]. Briefly, we anesthetized animals with isofluorane and performed transcardial perfusions with phosphate buffered saline (PBS) and subsequently dissected cortical grey matter. The tissue was digested enzymatically with papain (12 units/mL) at 34.5°C for 45 minutes, followed by mechanical trituration to generate a single cell suspension. Cells were treated with enzymatic inhibitor to end digestion. We incubated this single cell suspension for 10–15 minutes at room temperature on a series of petri dishes that were pre-coated with cell-specific antibodies. After incubation, we washed each dish with PBS to remove contaminants, applied TRIzol to release the RNA, and flash froze the resulting sample in liquid nitrogen for storage at -80°C. We used the following series of antibodies to purify each cell class in this order: microglia, anti-CD45 x3 plates (BD Pharmingen 550539); OPCs, anti-PDGFRα x1 plate (BD Sciences 558774) (harvested for RNA-sequencing) and O4 hybridoma x2 plates (to further deplete OPCs, not harvested for RNA-sequencing); oligodendrocytes, GalC hybridoma x2-3 plates; astrocytes, HepaCAM x1 plate (R&D Systems MAB4108). Of note, anti-CD45 can also bind a population of peripheral macrophages, though this population was reduced by perfusion prior to brain dissection. The following sample sizes were collected for each cell class: astrocyte n = 12 [6 control, 6 Rag2-knockout (KO)], microglia n = 12 (6 control, 6 KO), OPC = 11 (6 control, 5 KO), and oligodendrocyte = 8 (4 control, 4 KO). Samples also included both males and females: astrocyte 7 male, 5 female; microglia 7 male, 5 female; OPC 7 male, 4 female; oligodendrocyte 5 male, 3 female.

### RNA-sequencing library construction and sequencing

RNA was purified from frozen samples using the miRNeasy kit (Qiagen 217004) according to the manufacturer’s protocol. The resulting RNA was converted to cDNA and amplified using the Nugen Ovation RNAseq System V2 (Nugen 7102–32), and fragmented using a Covaris S220 focused-ultrasonicator (Covaris 500217). Final libraries were prepared using the NEB Next Ultra RNA Library Prep Kit (New England Biolabs E7530S) and NEBNext multiplex oligos for Illumina (NEB E7335S) according to manufacturer’s protocol. Libraries from the same cell type from all mice were pooled and sequenced on the same lane using the Illumina NovaSeq 600 System to obtain 23.2 ± 5.74 (s.d.) million 2x50 bp reads per sample. RNA integrity was measured using the 2200 TapeStation System (Agilent G2964AA) and the RNA high sensitivity assay (Agilent 5067–5579). All samples had RIN > 7, though some samples were out of the measurable range.

### Read alignment and quantification

We mapped the reads using the STAR package v2.7.8a and genome assembly GRCm39 (Ensembl, release 104) [65]. Samples had 73.7% ± 2.97 (s.d.) uniquely aligned reads. Reads were quantified using HTSeq v0.13.5 to obtain counts for downstream analysis [66]. Quantified RNA-seq data can be found in S1 File.

### Differential gene expression analysis with DESeq2

We analyzed differential gene expression of each cell type using gene counts and the DESeq2 (v1.26.0) package in R [67]. We built our linear model using only two binary variables: sex and genotype. Full differential gene expression results are reported in the S2 and S3 Files. Male- and female-enriched genes in oligodendrocytes were also passed into the online database STRING to identify functional enrichment of these gene sets [68].

### Gene set enrichment analysis (GSEA)

We downloaded GSEA software from www.gsea-msigdb.org, version 4.2.3 [69, 70]. We used the default settings with the following exceptions. We entered normalized counts for our expression data, which we calculated using the DESeq2 functions estimateSizeFactors() and counts(). “Permutation type” was set to “gene_set”. We built our own gene sets based on scRNAseq analysis published in Pasciuto 2020 [62]. They sequenced cells from MHCII knock-out mice which have a different form of lymphocyte deficiency [71]. We extracted the genes they found to be differentially expressed among all MHCII^-/-^ microglia vs all control microglia. We made one gene set of upregulated genes and one gene set of downregulated genes. The gene sets were trimmed to the top 500 genes ranked by p-values to meet the recommended gene set size.

### Principal components analysis

Principal components analysis (PCA) was performed to visualize RNAseq results in a low-dimensional space. In R, we converted raw read counts using a log_2_ transformation with the function “rlogcounts” followed by PCA using the function “prcomp”. Resulting plots are shown in supplemental data, S2 Fig.

### RNAscope *in situ* hybridization

*In situ* hybridization of microglial markers was performed using the RNAscope Multiplex Fluorescent V2 Assay (ACDBio 323100). Brain tissue was harvested from approximately 1 year old mice (3 Rag2^+/+^, 3 Rag2^-/-^) after anesthetization with isoflurane and 10-minute transcardial perfusion with 4% paraformaldehyde. Brains were postfixed overnight in 4% PFA at 4°C, then dehydrated in 30% sucrose at 4°C until brains sank. Finally, brains were embedded in OCT compound (Fisher Scientific 23-730-571) and sectioned at 15 μm thickness and mounted onto Superfrost Plus slides (Fisher Scientific 12-550-15) before proceeding to the RNAscope assay. The assay was conducted as per the manufacturer’s protocol. We used the following probes, formulated by ACD Bio: Mm-Tmem119 (cat. 472901), Mm-C1qa-C2 (cat. 441221-C2), and Mm-Junb-O1-C3 (cat. 584761-C3). The cerebral cortex was imaged with a 20x objective in both the upper cortex (layers 2–3) and lower cortex (layers 4–6) in both the motor and dorsal somatosensory regions. Images were quantified using ImageJ (2.0.0-rc-61/1.51n with Java 1.8.0_66) [72]. To quantify fluorescence intensity, regions of interest were manually drawn around microglial soma using microglia-specific markers *Tmem119* and *C1qa*, and intensity was measured using the “Measure” tool. For microglial-specific markers *Tmem119* and *C1qa*, we also quantified the area of staining by first applying an equal threshold to all images before measuring area with the “Measure” tool. Welch’s t test was used to assess differences between *Rag2*^*+/+*^ and *Rag2*^*-/-*^ tissue.

### Data deposition

We deposited all gene expression data to the Gene Expression Omnibus, accession number GSE210580. To review the dataset, please go to https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE210580 and use token mtivisuenjgrxkf.

### Immunohistochemistry

Brain tissue was fixed and embedded as described for RNAscope. Brains were sectioned at 15–20 μm and directly mounted onto Superfrost Plus slides (Fisher Scientific 12-550-15). Sections were permeabilized with a blocking solution made of 0.2% Triton-X and 10% donkey serum in PBS at room temperature for 30 minutes, then they were rinsed and incubated with primary antibody diluted in blocking solution overnight at 4°C. The following day, sections were washed 3 times in PBS and incubated with secondary antibody at room temperature for 90 minutes, followed by 3 PBS washes. Finally, coverslips were added with a mounting solution containing DAPI. Primary antibodies: anti-MBP, 1:200 (Abcam ab7349), anti-APC clone CC1 (Millipore Sigma OP80); Secondary antibodies: anti-rat 647 (Invitrogen A48272), anti-rat 594 (Invitrogen A-21209), anti-mouse 488 (Invitrogen SA5-10166). Staining was quantified in 1-year-old mice (n = 3/group). MBP was quantified in coronal sections approaching the crossing of the anterior commissure (bregma 0 mm to 0.1 mm).

### Western blot

Whole-cell lysates from 2-month-old mouse cortex were lysed RIPA buffer (Thermo Fisher, cat #89901) containing EDTA-free protease inhibitor cocktail (Sigma, cat #4693159001), and centrifuged at 12,000 × g for 10 min to remove cell debris. Whole-cell lysates were then mixed with sodium dodecyl sulfate (SDS) sample buffer (Fisher, cat # AAJ60660AC) and 2-mercaptoethanol before boiling for 5 min. Samples were separated by SDS-polyacrylamide gel electrophoresis, followed by transfer to polyvinylidene difluoride membranes (Thermo Fisher, 88520) via wet transfer at 300 mA for 1.5 hours. Membranes were blocked with clear milk-blocking buffer (Fisher, cat #PI37587) for 1 hour at room temperature and incubated with primary antibodies against MBP (Abcam, cat #ab7349, dilution 1:1000), GAPDH (Sigma, cat #CB1001, dilution 1:5000), and PLP1 (Millipore, cat #MAB388, dilution 1:500) at 4°C overnight. Membranes were washed with tris-buffered saline with Tween 20 (TBST) three times and incubated with either horseradish peroxidase-conjugated secondary antibodies (Mouse, Cell Signaling, cat #7076S; Rat, Cell Signaling, cat #7077S) (for MBP and PLP1) or Donkey anti-Mouse IgG (H+L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor™ Plus 647 (Fisher, cat # PIA32787,1:1000) (for GAPDH) for 1 hour at room temperature. After three washes in the TBST buffer, SuperSignal™ West Femto Maximum Sensitivity Substrate (Fisher, cat #PI34095) was added to the membranes, and these signals were visualized using a ChemiDocTM MP Imaging system (BIO-RAD). Images were quantified in ImageJ using the plugin “bandandPeakQuantification” and normalized to Gapdh expression.

### Statistics

Differential gene expression and associated statistical testing was performed using DESeq2. Gene set enrichment analysis (GSEA) was performed using GSEA software v4.3.2, as described above. All other statistical comparisons were performed using Welch’s t-test in Excel.

## Results

### RNA-sequencing of glia from Rag2^-/-^ mice

*Rag2*^*-/-*^ immunodeficient mice and wildtype immunocompetent control mice are typically housed in facilities with different levels of pathogen exposures and other environmental variables. To compare glial cell states in *Rag2*^-/-^ and control mice with minimal environmental confounding factors, we established a single colony of *Rag2*^*+/-*^ heterozygous mice housed in a clean facility for immunodeficient mice. We crossed heterozygous parents to generate *Rag2*^-/-^ and *Rag2*^+/+^ littermate pairs raised with the same maternal care in the same environment for RNA-sequencing (Fig 1A).

**Fig 1:**
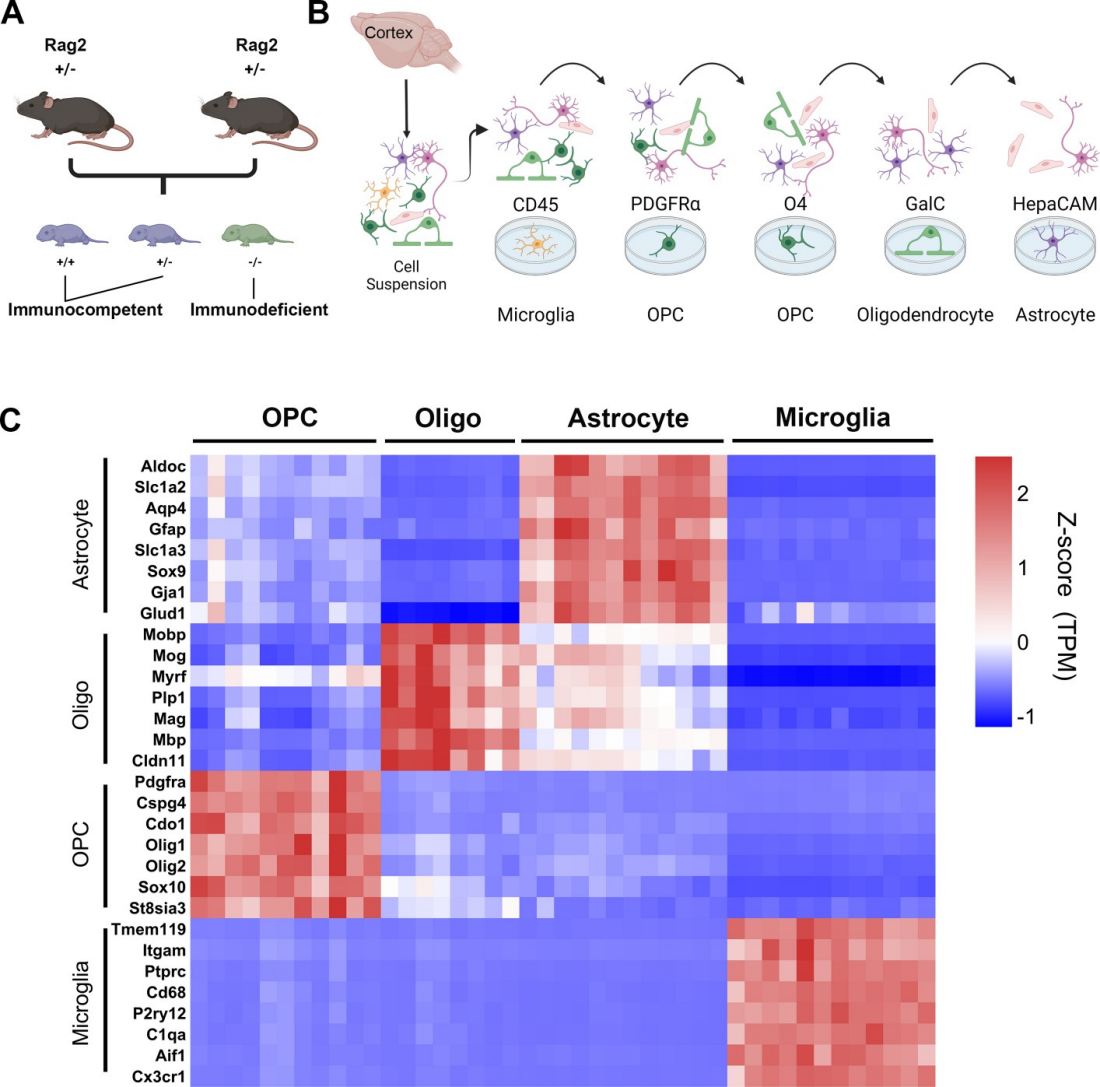
Acute purification of glial cell populations from immunodeficient mice. A) Breeding schematic; Rag2^+/-^ parents bore offspring that were immunocompetent (Rag2^+/+^ and Rag2^+/-^) or immunodeficient (Rag2^-/-^). All immunodeficient mice and littermate controls were maintained in the same environment. B) Immunopanning schematic; a single-cell suspension was generated from the cerebral cortex, then passed over a series of plates coated with cell type specific antibodies to enrich for specific glial cell populations. C) Heatmap showing enrichment of cell-specific markers (rows) among the glial samples that we harvested and sequenced (columns); gene expression is quantified as transcripts per million (TPM), and each gene was further normalized to a z-score, defined as (expression in the sample—the average expression across all samples)/standard deviation; *i*.*e*., the number of standard deviations from the average.

We purified each glial cell type from the mouse cerebral cortex using an immunopanning technique [63, 64]. Cells were separated into a single-cell suspension and then passed over plates coated with cell type specific antibodies that pull down the cell types of interest (Fig 1B). Compared with the traditional method of culturing glial cells in serum-containing media and separating them based on the layers in which each cell type is enriched, immunopanning allows acute purification of glial cells without exposure to serum and allows cells to remain much closer to a physiological state [63, 64]. 

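Cells of the cerebral cortex of 3-month-old mice from 6 littermate pairs gave 43 sequenced samples, each of 1 cell type from 1 mouse. Oligodendrocytes came from 4 immunocompetent and 4 Rag2-/- mice and OPCs from 6 and 5, while astrocytes and microglia each came from 6 and 6. The sample labels give the controls of pairs 1, 2, 3 and 5 as Rag2+/- and those of pairs 4 and 6 as Rag2+/+, and Fig 1A counts both genotypes as immunocompetent. Oligodendrocyte samples came from pairs 1, 3, 5 and 6. The authors amplified the RNA, sequenced all libraries of 1 cell type on the same lane, aligned the read pairs with STAR to the mouse genome GRCm39 and counted them on Ensembl genes with HTSeq. They deposited these whole-number counts without normalization, for 55416 genes in each library. Reads that aligned to several places were set aside, so genes with near-identical copies are undercounted. The paper's text names neither the counting mode nor the strand setting of HTSeq, so the counts of overlapping genes are uncertain.

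Between 6499417 and 23118497 reads per library were counted on genes, with a median of 10447042. Oligodendrocyte libraries held 9009143 to 12649088 counts in controls (median 11291605) and 10752144 to 14936552 in Rag2-/- mice (median 12511891). OPC libraries held 7523154 to 12318910 counts in controls (median 10260809) and 10390266 to 23118497 in Rag2-/- mice (median 12932021). Astrocyte libraries held 6522754 to 10196820 counts in controls (median 8650548) and 8868828 to 11609986 in Rag2-/- mice (median 10597844). Microglia libraries held 6499417 to 13709286 counts in controls (median 9296537) and 9101801 to 12248745 in Rag2-/- mice (median 9876304). With the reads assigned to no gene included, the libraries summed to 18746302 ± 4694281 read pairs (SD, n = 43). The values given at each result use the counts on genes. Mitochondrially encoded genes took 45.8% to 60.1% of these counts in oligodendrocyte libraries and 6.75% to 11.7% in microglia libraries.

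Counts were scaled with edgeR's TMM factors to normalized CPM, which are counts scaled to a common library size, and genes that passed edgeR's filterByExpr for the genotype groups, with a minimum count of 10 and a minimum total of 15, were tested. Each cell type was fitted alone, with sex and genotype as terms, by edgeR's quasi-likelihood test (two-sided), and genes with a Benjamini-Hochberg adjusted p under 0.05 were called differentially expressed. Where every library of a group held 3 counts or fewer of a gene, that group was treated as at the floor and a fold against it is given as a lower bound, with the floor set at 3 counts. Such floors cover counting error only, since the reads carry no molecular identifiers and amplified copies are not independent molecules.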

Using this method, we collected microglia (anti-CD45), astrocytes (anti-HepaCAM), oligodendrocytes (GalC hybridoma), and OPCs (anti-PDGFRA) from 4–6 littermate pairs of *Rag2*^-/-^ and *Rag2*^+/+^ mice and performed RNA-sequencing. 

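The panel of Fig 1C holds 8 astrocyte, 7 oligodendrocyte, 7 OPC and 8 microglia genes. For each gene, the mean CPM of total gene counts in the libraries of another cell type was taken as a percent of the mean in the libraries of its own cell type, and the median over the genes is given with the SD over libraries. The oligodendrocyte genes stood at 27.7% ± 7.53 (SD, n = 12) of their own level in astrocyte libraries, at 6.81% ± 4.48 (SD, n = 11) in OPC libraries and at 0.454% ± 0.167 (SD, n = 12) in microglia libraries. The OPC genes stood at 16.9% ± 6.79 (SD, n = 8) in oligodendrocyte libraries, at 8.60% ± 1.71 (SD, n = 12) in astrocyte libraries and at 0.759% ± 0.591 (SD, n = 12) in microglia libraries. Astrocyte genes reached 16.6% ± 6.71 (SD, n = 11) in OPC libraries, 3.49% ± 1.50 (SD, n = 8) in oligodendrocyte libraries and 1.02% ± 0.304 (SD, n = 12) in microglia libraries. Microglia genes reached 4.71% ± 3.00 (SD, n = 11) in OPC libraries, 4.00% ± 2.41 (SD, n = 8) in oligodendrocyte libraries and 1.13% ± 0.582 (SD, n = 12) in astrocyte libraries. Such a share adds RNA from other cells to the gene's own expression in that cell type, and these libraries do not fully separate them. Single genes ran from 5.17% to 39.4% for OPC genes in oligodendrocyte libraries. For oligodendrocyte genes in OPC libraries they ran from 3.26% to 29.2%. RNA brought in equal proportion for all genes of a panel could not exceed the share of its lowest gene. Since the libraries of a cell type shared a lane, cell type and lane cannot be told apart. The largest change in percentage points came from scaling by TMM factors, which took the OPC genes in oligodendrocyte libraries to 33.7%.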

Using a panel of cell type-enriched genes, we found that glial samples enriched via immunopanning have low levels of contamination from other cell types (Fig 1C).

### Lymphocyte deficiency affects the oligodendrocyte transcriptome and Quaking RNA-binding protein localization

We analyzed each cell type for differential gene expression using DESeq2. We found five or fewer differentially expressed genes (multiple comparison adjusted p-value <0.05) in astrocytes, OPCs, and microglia from immunocompetent vs. immunodeficient *Rag2*^-/-^ mice. 

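In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 1 of 16882 OPC genes, 1 of 14725 astrocyte genes and 1 of 15003 microglia genes passed an adjusted p of 0.05 between Rag2-/- and control mice. In each of these cell types the gene was Iftap, which was lower in Rag2-/- mice. At an unadjusted p under 0.05 there were 679 OPC genes (4.02% of those tested), 423 astrocyte genes (2.87%) and 436 microglia genes (2.91%). Leaving out the filter on low counts moved the numbers of called genes most, to 90 in OPCs, 30 in astrocytes and 9 in microglia. DESeq2 on all genes, with the same terms, called 5 OPC genes, 1 astrocyte gene and 3 microglia genes, and Iftap was among them in each.

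The other OPC genes called by DESeq2 were Fkbp10, Ly6a, Cyb561d2 and S1pr4. Fkbp10 (ENSMUSG00000001555, chromosome 11 of GRCm39, 100305808 to 100315669) stood at 1.27 ± 0.678 CPM in controls (SD, n = 6) and 9.63 ± 6.72 in Rag2-/- mice (SD, n = 5), a log2 fold change of 2.75 (standard error 0.50). Its adjusted p was 0.449 in edgeR's test and 9.96e-05 in DESeq2, and ranged from 5.33e-06 to 1.00 over its alternatives, of which 3 of 22 passed the threshold. Exons of genes on the opposite strand overlap 25.5% of its exonic bases, so its count is uncertain. Ly6a (ENSMUSG00000075602, chromosome 15, 74863840 to 74869880) rose from 2.97 ± 1.23 to 11.4 ± 5.10 CPM and Cyb561d2 (ENSMUSG00000037190, chromosome 9, 107416201 to 107419827) from 2.92 ± 1.16 to 7.17 ± 1.01 CPM (SD, n = 6 and 5), each with an adjusted p of 1 in edgeR's test, and 4.8% and 9.1% of their exonic bases overlap exons of other genes. S1pr4 (ENSMUSG00000044199, chromosome 10, 81333581 to 81335966) did not pass the filter on low counts. Of its 364 counts in Rag2-/- libraries, 349 lay in replicate 6, and without that library the Rag2-/- libraries held 1 to 6 counts against 0 to 1 in controls.

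In microglia, DESeq2 also called Cd3e and Igkc, which did not pass the filter either. Cd3e (ENSMUSG00000032093, chromosome 9, 44910037 to 44920925) encodes a chain of the T cell receptor complex. It had 8 to 39 counts in the 6 control libraries and 0 counts in all 6 Rag2-/- libraries, at least 7.06-fold lower. Its adjusted p was 1.25e-08 in edgeR's test without the filter, and lay between 1.92e-07 and 0.00848 over 9 alternatives. Igkc (ENSMUSG00000076609, chromosome 6, 70703419 to 70703950), the constant region of the immunoglobulin kappa chain, had 0 to 151 counts in control libraries and at most 1 in Rag2-/- libraries, and 50.6% of its normalized counts lay in 1 control library. Another annotated gene on the opposite strand overlaps 97.9% of its exonic bases, so its count is uncertain.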

Of note, the gene *Iftap* (encoding intraflagellar transport associated protein) overlaps with *Rag2* in the genome, and *Iftap* is significantly downregulated in all four cell types analyzed. This observation suggests that the coding and/or regulatory sequences of *Iftap* is disrupted in *Rag2*^-/-^ mice.

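Rag2 (ENSMUSG00000032864) lies on chromosome 2 of GRCm39 from 101455063 to 101462874 on the plus strand. Its RNA was counted in 3 of the 43 libraries, with 4 counts in the OPC library of control replicate 6 and 1 count in each microglia library of control replicates 3 and 5, and every Rag2-/- library had 0 counts. A count of 0 allows up to 3 counts per library, so at this depth Rag2 could not check the genotype labels. Iftap (ENSMUSG00000027165) spans 101391125 to 101484020 on the minus strand, and all of Rag2 lies within it. Of the 3424 exonic bases of Rag2, 208 overlap exons of Iftap, so the authors' counting could have given reads from these bases to either gene or to neither, and the counts of both are uncertain.

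In every cell type the Rag2-/- libraries held at most 2 counts of Iftap. In controls it stood at 10.7 ± 4.18 CPM in OPCs, 9.71 ± 2.64 in astrocytes and 5.52 ± 2.89 in microglia (SD, n = 6 each), and was at least 46.8-fold, 31.8-fold and 18.3-fold lower in Rag2-/- mice. The adjusted p in edgeR's quasi-likelihood test was 2.84e-05 in OPCs, 1.28e-05 in astrocytes and 5.71e-06 in microglia, and the gene stayed past the threshold in every alternative run for these cell types. In oligodendrocytes it stood at 4.40 ± 2.29 CPM in controls (SD, n = 4) and was at least 17.9-fold lower in Rag2-/- mice, with a fitted log2 fold change of -6.87 (standard error 1.41). There its adjusted p was 0.998 in edgeR's test (unadjusted p = 0.00042, the second smallest of 13802 genes) and 3.69e-05 to 1.00 over 21 alternatives, of which 3 passed the threshold, all of them DESeq2 fits, and 1 of these, without a sex term, was chosen after seeing the data. With each oligodendrocyte library left out in turn, the fitted log2 fold change lay between -8.77 and -6.37. From the overlap of the genes and the lower Iftap counts in all 4 cell types, the paper proposes that coding or regulatory sequence of Iftap is disrupted in Rag2-/- mice.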

In contrast to the other three cell classes, oligodendrocytes showed more differentially expressed genes: 19 upregulated and 180 downregulated genes, of which 16 upregulated genes and 71 downregulated genes are protein-coding (Fig 2A). This suggests a role of peripheral lymphocytes in maintaining some aspect of oligodendrocyte molecular signatures.

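In oligodendrocytes, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 0 of 13802 genes between Rag2-/- and control mice (n = 4 and 4), and 467 genes (3.38%) had an unadjusted p under 0.05. The smallest adjusted p was 0.4996. The alternative that moved this number most was the DESeq2 test on all genes, which called 199 genes, 19 higher and 180 lower in Rag2-/- mice, of which 16 and 71 were protein-coding. Of these 199 genes, 48 passed the filter on low counts, and all 48 had the same direction and an unadjusted p under 0.05 in edgeR's test. Both tests used the same libraries and terms, so this is not independent evidence. Run on the genes past the filter, DESeq2 called 12 genes.

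For 158 of the 199 genes (79.4%), over 50% of the normalized counts of the 8 libraries lay in 1 library, and for 115 genes all counts did. The library of control replicate 5, the only female control, held the most counts for 155 genes, all called lower in Rag2-/- mice. Without that library DESeq2 called 28 genes. It called 50 and 51 genes without Rag2-/- replicates 6 and 5, and 399 and 379 without Rag2-/- replicates 1 and 3, while the other fits that left out 1 library gave 161 to 193 genes. With its library of most counts left out, 1 of the 158 genes and 4 of the other 41 were still called. Counts were also simulated from these libraries for the 13802 genes past the filter, with 100 genes changed by a log2 fold change of 1 and 100 by 2. There edgeR's test recovered 3 and 34 of them with 0 false calls, and DESeq2 recovered 10 and 48 with 33 false calls. This was a single draw with the spread that edgeR estimated and no sex or litter effect. Most of the 199 genes did not pass the filter, so these false calls do not carry over to them. From the larger number of differentially expressed genes than in the other cell types, the paper proposes that peripheral lymphocytes help to maintain some molecular signatures of oligodendrocytes.

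**Figure D1:**
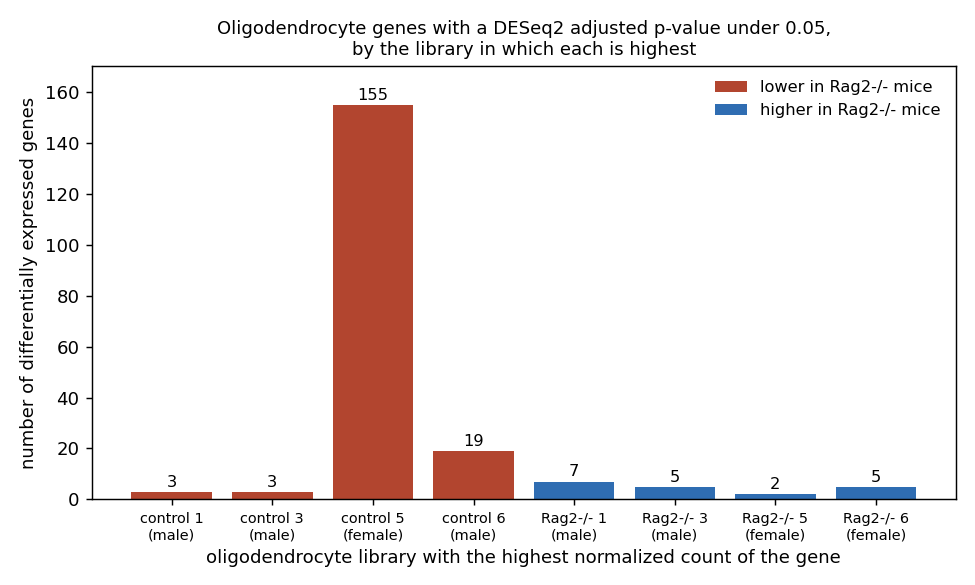
Number of genes called by DESeq2 between Rag2-/- and control oligodendrocytes (vertical axis, genes), by the library that held the most normalized counts of the gene (horizontal axis). Control replicate 5 held the most counts of 155 of the 199 genes, against at most 19 in any other library.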

**Fig 2:**
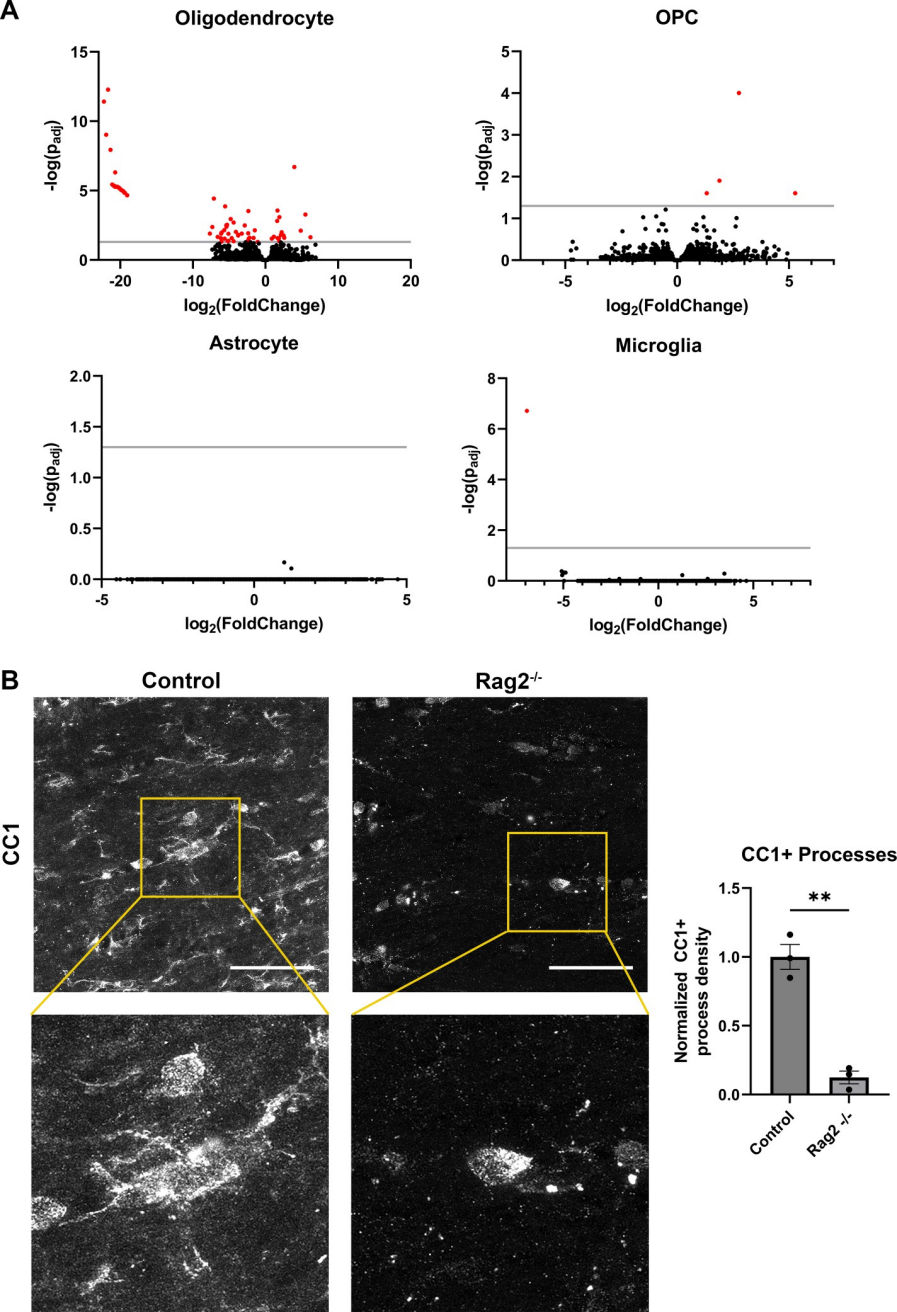
Differential gene expression of glial cells in Rag2^-/-^ mice. A) Volcano plots displaying differential gene expression analysis of oligodendrocytes (top-left), OPCs (top-right), astrocytes (bottom-left), and microglia (bottom-right). Differential gene expression was analyzed using DESeq2, and the resulting fold change and statistical significance are plotted on the x and y axes respectively. Red: p < 0.05; gray line: p = .05. B) Loss of CC1 expression in cellular processes. Top: Representative images of CC1 in the corpus callosum of control (left) and Rag2^-/-^ (right) mice; Bottom: Insets of control showing CC1+ processes extending from a CC1+ cell bodies and KO showing only CC1+ soma. Right: Quantification of CC1+ process density, normalized to average control levels (right, p = 0.0034; mean[control, KO] = 1.0, 0.1246; SD[control, KO] = 0.157, 0.081; error bars = SEM). Scale bar = 50 μm.

Among the downregulated genes is *Man1a2*, a gene encoding an enzyme involved in N-glycosylation of peptides. 

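Man1a2 (ENSMUSG00000008763) lies on chromosome 3 of GRCm39 from 100449283 to 100593317 on the minus strand. In oligodendrocytes it stood at 75.5 ± 19.7 CPM in controls (SD, n = 4) and 40.1 ± 11.9 in Rag2-/- mice (SD, n = 4), and the lowest control library (59.0) lay above the highest Rag2-/- library (53.7). The log2 fold change was -1.08 (standard error 0.28, adjusted p = 0.998 from edgeR's quasi-likelihood test, unadjusted p = 0.00212, rank 15 of 13802). Its adjusted p was 0.0494 in the DESeq2 test on all genes and lay between 0.0494 and 1.00 over 21 alternatives, of which that one passed the threshold. Leaving out each library in turn gave log2 fold changes from -1.24 to -0.89. Of the 8406 windows of 50 bases in its longest coding transcript, 2.4% have an exact copy elsewhere in the genome.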

N-glycosylation occurs on many important peptides expressed by oligodendrocytes, including myelin oligodendrocyte glycoprotein (MOG) [73]. 

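Spx (ENSMUSG00000071112) lies on chromosome 6 of GRCm39 from 142359167 to 142365456 on the plus strand and did not pass the filter on low counts in oligodendrocytes. It had 49 counts over the 8 libraries, of which 48 lay in control replicate 5 (5.88 CPM) and 1 in control replicate 3, and all 4 Rag2-/- libraries had 0 counts. With control replicate 5, Spx was at least 6.04-fold lower in Rag2-/- mice, and without it both groups were at the floor and no fold can be given. Tested without the filter, its log2 fold change was -6.67 (standard error 2.51, adjusted p = 0.729 from edgeR's quasi-likelihood test) and the DESeq2 estimate was -21.70 (standard error 2.61, adjusted p = 5.29e-13). Fitted values of a gene with no counts in 1 group depend on the model and are no bound.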

*Rag2*^*-/-*^ oligodendrocytes also downregulate *Spx*, which encodes the neuropeptide spexin, also known as neuropeptide Q. Spexin has been implicated in a variety of functions, including nociception and feeding behaviors, though its role in oligodendrocytes has not been described [74].

The upregulated genes include *Sema3b*, a member of the semaphorin family of genes that encode axon guidance cues. 

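Sema3b (ENSMUSG00000057969) lies on chromosome 9 of GRCm39 from 107474872 to 107486456 on the minus strand and did not pass the filter on low counts in oligodendrocytes. Control libraries held 2 to 5 counts, a mean of 0.271 ± 0.115 CPM (SD, n = 4). Rag2-/- libraries held 562, 73, 1 and 24 counts in replicates 1, 3, 5 and 6, a mean of 10.8 ± 16.7 CPM (SD, n = 4). Replicate 1 stood at 35.7 CPM, and the mean of the other Rag2-/- libraries without it was 2.56 CPM. Without the filter the log2 fold change was 4.93 (standard error 1.02, adjusted p = 0.00636 from edgeR's quasi-likelihood test), and in the DESeq2 test the adjusted p was 0.00765. In the 5 fits that left out 1 library and kept the gene past the filter, its log2 fold change was 4.45 to 6.37 and its adjusted p 0.996 to 1.00. With the filter, no oligodendrocyte gene passed the threshold in any fit that left out 1 library. These adjusted p-values therefore do not show what the omitted library changed. Over 9 alternatives the adjusted p of Sema3b lay between 0.00765 and 1.00. A gene on the opposite strand overlaps 4.5% of its exonic bases.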

Interestingly, we also see observed differential expression of *Ppia*, which encodes an enzyme that catalyzes isomerization of peptide bonds. 

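Ppia (ENSMUSG00000071866) lies on chromosome 11 of GRCm39 from 6365443 to 6369817 on the plus strand. It had 11 to 68 counts in control oligodendrocyte libraries and 71 to 298 in Rag2-/- libraries, which is 3.73 ± 2.43 CPM (SD, n = 4) and 12.5 ± 5.18 CPM (SD, n = 4). The log2 fold change was 2.12 (standard error 0.61, adjusted p = 0.998 from edgeR's quasi-likelihood test, unadjusted p = 0.00493), and the gene was called in 1 of 21 alternatives, the DESeq2 test on all genes (adjusted p = 0.0151, range 0.0151 to 1.00). With each library left out in turn, the log2 fold change stayed between 1.84 and 2.41. Exact copies elsewhere in GRCm39 cover 45.1% of the 1414 windows of 50 bases in the longest coding transcript of Ppia, against 0% for Sema3b and Spx. Because reads that aligned to several places were set aside, the count of Ppia covers only part of its RNA and is uncertain, and a gene on the opposite strand overlaps 7.7% of its exonic bases. Its mean count was 104 in oligodendrocyte libraries, against 11190 for Actb and 80.8 for Gapdh, which were picked after their values were seen.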

*Ppia* is sometimes referred to as a housekeeping gene and used as a reference gene in real time quantitative PCR, so its differential expression is interesting to note [75].

Upon further inspection of oligodendrocytes in the immunodeficient mice at the protein level, we found a striking change in CC1, a canonical marker of mature oligodendrocytes. We find that Rag2^-/-^ show altered cellular distribution of CC1 within white matter (Fig 2B). In control mice, CC1 labels oligodendrocyte soma, as well as a number of processes. Somatic expression of CC1 remains in Rag2^-/-^ mice, but CC1+ processes virtually disappear. CC1 antibodies specifically recognize the RNA-binding protein Quaking (QKI), specifically isoform 7 [76]. QKI in oligodendrocytes is known to bind myelin basic protein (*MBP*) mRNA, and QKI disruption was previously shown to prevent *MBP* export to cytoplasmic processes, ultimately altering myelination [61].

To assess whether MBP levels were altered in conjunction with QKI localization, we performed immunohistochemistry experiments and measured MBP in three myelin-rich regions: the corpus callosum (p = 0.44, mean[control, KO] = 922.6, 762.4, SD[control, KO] = 288.1, 46.3), anterior commissure (p = 0.46, mean[control, KO] = 809.7, 762.0, SD[control, KO] = 80.1, 61.6), and striatum (p = 0.32, mean[control, KO] = 729.7, 698.6, SD[control, KO] = 41.2, 10.1). We found no difference between immunocompetent and immunocompromised mice in any of these regions (Fig 3A). To assess myelin protein levels using another method, we used western blots. Again, we found no difference in expression in MBP (p = 0.69, mean[control, KO] = 4.25, 4.38, SD[control, KO] = 0.55, 0.33) or another key myelin protein, myelin proteolipid protein, PLP (p = 0.61, mean[control, KO] = 0.20, 0.19, SD[control, KO] = 0.018, 0.021; Fig 3B). This suggests that lymphocytes are not required for gross myelination.

**Fig 3:**
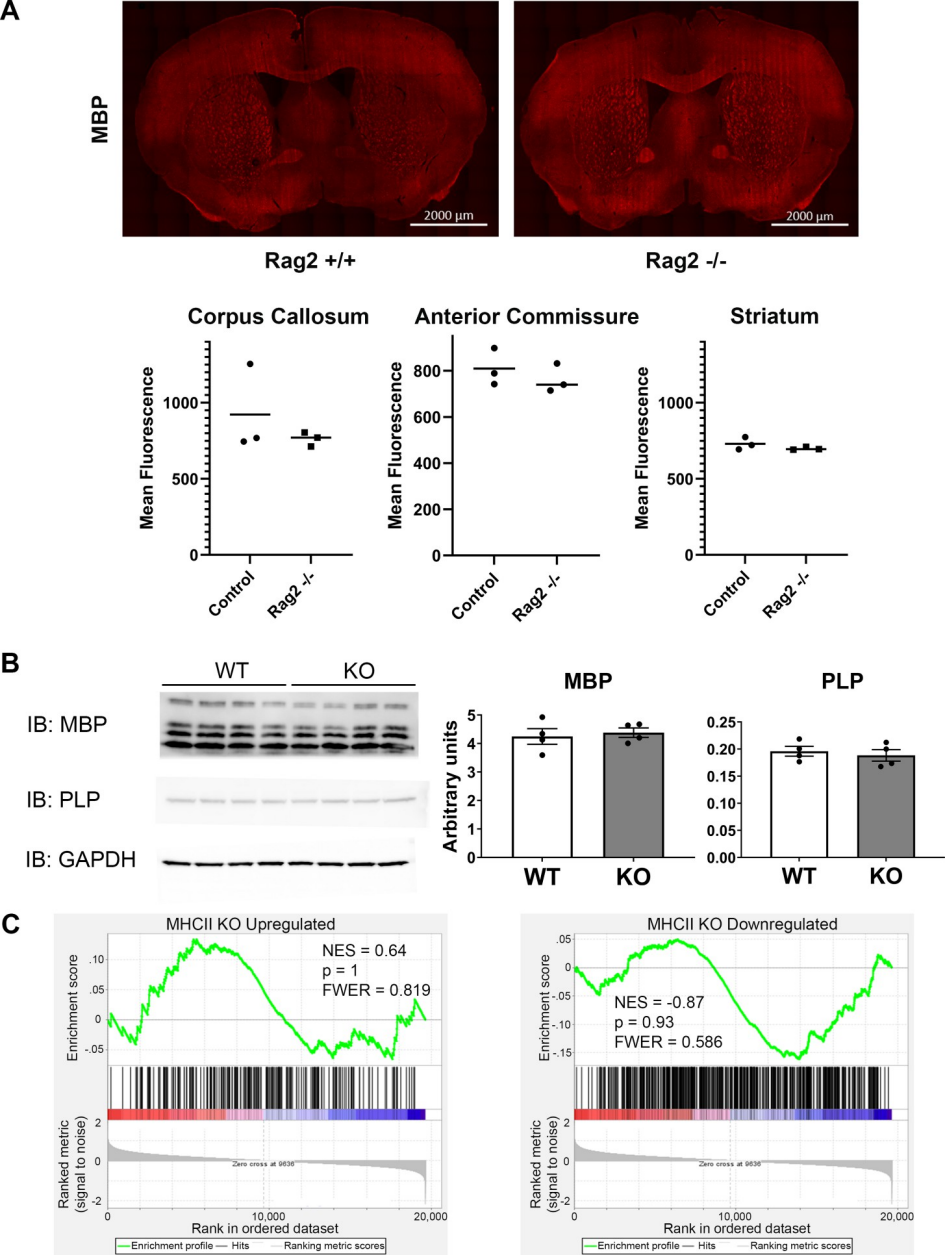
Normal myelin proteins and microglial gene signature in Rag2^-/-^ mice. A) Immunostaining of MBP. Top: representative images of MBP immunofluorescence in control (left) and Rag2^-/-^ (right) mice. Bottom: quantification of MBP fluorescence in 3 myelin rich regions; no significant differences. B) Western blots of key myelin proteins MBP and PLP. Left: Images of Western blot of MBP (top), PLP (middle), and reference protein GAPDH (bottom), Right: Quantification of signal intensity for MBP and PLP, normalized to GAPDH signal. No significant differences. All error bars = SEM. C) GSEA output of genes upregulated (left) or downregulated (right) in MHCII KO microglia reported in Pasciuto 2020. Neither MHCII KO up- nor downregulated genes are significantly enriched in a comparison of Rag2^+/+^ *vs*. Rag2^-/-^ microglia (p = 1, 0.93); NES = normalized enrichment score, FWER = family wise error rate.

### Sexual dimorphism in glial gene expression

Given the increased incidence of autoimmune disorders in women compared to men, we also examined differential gene expression associated with sex in our dataset. 

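Xist, the RNA that coats the inactive X chromosome, was used to check the sex labels. Xist (ENSMUSG00000086503, chromosome X of GRCm39, 102503972 to 102537573) stood at 354 to 509 CPM in female oligodendrocyte libraries and at most 1.46 in male ones. In OPC libraries it was 1103 to 1543 CPM in females and at most 3.14 in males, in astrocyte libraries 1028 to 1688 and at most 2.79, and in microglia libraries 1119 to 1477 and at most 1.69. No library went against its label. In edgeR's quasi-likelihood test the sex term called 5 genes in oligodendrocytes (3 female and 5 male libraries), 5 in OPCs (4 and 7), 6 in astrocytes (5 and 7) and 7 in microglia (5 and 7). All of these genes lie on the X or Y chromosome. Xist was the 1 female-enriched gene in each cell type. Kdm5d (ENSMUSG00000056673, chromosome Y, 897569 to 956786), Uty (ENSMUSG00000068457, 1096855 to 1245759), Eif2s3y (ENSMUSG00000069049, 1008409 to 1047462) and Ddx3y (ENSMUSG00000069045, 1260715 to 1286663) were male-enriched in every cell type, and Gm18665 and Gm4017, picked because they were called, were male-enriched in microglia and the first also in astrocytes. Gm18665 shares 270 exonic bases with Ddx3y, and genes such as the antisense Tsix overlap 13.3% of the exonic bases of Xist, so the counts of these genes are uncertain.

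Every female library held at most 3 counts of Uty and Eif2s3y. Uty was at least 36.2-fold higher in males in oligodendrocytes, 104-fold in OPCs, 73.0-fold in astrocytes and 80.9-fold in microglia, and Eif2s3y at least 57.6-fold, 176-fold, 116-fold and 153-fold. For Kdm5d the bound was 56.2-fold in oligodendrocytes and 136-fold in astrocytes, while in the other two cell types 1 female library held more than 3 counts and the fitted log2 fold change was 8.26 in OPCs and 7.93 in microglia (standard errors 0.30 and 0.29, adjusted p = 1.01e-10 and 2.2e-14 from edgeR's test). At an unadjusted p under 0.05 the sex term gave 1136 genes in oligodendrocytes, 726 in OPCs, 991 in astrocytes and 588 in microglia. Of the 4 genes the paper names here (Kdm5d, Uty, Eif2s3y and Kdm6a), 3 passed the threshold over all genes tested in each cell type, and 4 when adjusted over the list alone, which is not independent evidence because the study chose them on these samples.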

We found genes that were significantly associated with sex in each cell type, many of which were located on the X or Y chromosome (e.g. *Kdm5d*, *Uty*, *Eif2s3y*). Interestingly, oligodendrocytes again showed the most robust difference with 143 female-enriched genes, and 136 male-enriched genes (S3 File). 

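In oligodendrocytes, the 5 sex-associated genes called by edgeR's quasi-likelihood test were the protein-coding Ddx3y (adjusted p = 0.00265), Eif2s3y (0.0047), Kdm5d (0.00563) and Uty (0.0109), all male-enriched, and Xist, a noncoding RNA enriched in females (1e-08). No protein-coding gene was female-enriched past the threshold. The DESeq2 test on all genes called 257 female-enriched and 168 male-enriched genes, of which 142 and 134 were protein-coding, and this alternative moved the count most. Of these 425 genes, 258 passed the filter on low counts, and all 258 had the same direction in edgeR's test, 253 with an unadjusted p under 0.05. This is not independent evidence either, since the libraries and terms were the same. With limma's voom and sample quality weights, 2 genes were called, and the adjusted p of Ddx3y, Eif2s3y, Kdm5d and Uty was 0.110, 0.115, 0.155 and 0.123.

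The oligodendrocyte libraries of pairs 1 and 3 were all male, those of pair 5 both female, and pair 6 joined a male control with a female Rag2-/- mouse. Sex and litter therefore nearly coincide, and the only female control was replicate 5. Without that library DESeq2 called 202 genes by sex, without control replicate 6 it called 675, without control replicate 3 it called 282, and the other fits that left out 1 library gave 300 to 549. edgeR's test called 3 genes without Rag2-/- replicate 1, where the adjusted p of Kdm5d was 0.051, and 4 or 5 genes in the other fits. Uty passed the threshold in 2 of the 8 fits, at 0.0172 without control replicate 6 and 0.046 without control replicate 3, and its adjusted p lay above 0.05 in the others, up to 0.0888. Of the 425 DESeq2 genes, 192 (45.2%) had over 50% of their normalized counts in 1 library, and 126 were also called between genotypes, 121 of them lower in Rag2-/- mice and female-enriched.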

Using a database of protein-protein interactions, STRING, we found that male-enriched genes showed functional enrichment for SNAP/SNARE and endosome terms, while female-enriched genes had functional enrichment for voltage-gated channel and neuronal system terms [68]. 

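Among the genes called by sex in edgeR's quasi-likelihood test, 4 were protein-coding and male-enriched in astrocytes, 4 in OPCs and 4 in microglia, the same Y chromosome genes in each (Ddx3y, Eif2s3y, Kdm5d and Uty). No female-enriched protein-coding gene passed the threshold in these cell types. The DESeq2 test on all genes gave 1 female-enriched and 13 male-enriched protein-coding genes in astrocytes, 3 and 4 in microglia, and 2 and 6 in OPCs. Over all biotypes it called 18 genes in astrocytes, 12 in microglia and 13 in OPCs, and these included every gene called by edgeR's test. One of the female-enriched microglia genes was Ighg1, picked after its values were seen, an immunoglobulin heavy chain gene with 97.6% of its normalized counts in 1 library.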

Among the other cell types we found the following numbers of female-enriched/male-enriched protein-coding genes: astrocytes 1/13, microglia 3/4, OPCs 2/6. We observed that *Kdm6a* expression was significantly higher in female astrocytes compared to males, which agrees with our previous findings from RNAseq of human astrocytes [77].

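Kdm6a (ENSMUSG00000037369) lies on the X chromosome of GRCm39 from 18028776 to 18146877. In astrocytes it stood at 72.8 ± 11.4 CPM in females (SD, n = 5) and 47.6 ± 2.62 in males (SD, n = 7), and the lowest female library (60.6) lay above the highest male library (50.5). The log2 fold change of males against females was -0.60 (standard error 0.12, adjusted p = 0.151 from edgeR's quasi-likelihood test, unadjusted p = 8.35e-05, rank 8 of 14725). Its adjusted p lay between 0.00391 and 0.624 over 20 alternatives and was under 0.05 in 3 of them, at 0.0205 without the filter on low counts, 0.00401 in the DESeq2 test on all genes and 0.00391 in the DESeq2 test on genes past the filter. With each library left out in turn, the log2 fold change stayed between -0.66 and -0.54. Female libraries had higher mean values in the other cell types too, with 95.4 ± 7.36 (n = 4) against 60.4 ± 6.38 CPM (n = 7) in OPCs, 79.5 ± 17.5 (n = 5) against 50.4 ± 4.71 (n = 7) in microglia and 64.1 ± 20.2 (n = 3) against 37.4 ± 9.93 (n = 5) in oligodendrocytes.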

### Lymphocyte deficiency does not affect the maturation of microglia

Our RNA-sequencing data revealed that the expression of mature microglia markers such as *Cx3cr1*, *Tmem119*, *P2ry12*, and *Aif1* do not significantly differ between immunocompetent vs. immunodeficient Rag2^-/-^ mice. This is somewhat surprising given microglia are the brain resident immune cells, and they express high levels of receptors for immune signaling molecules that peripheral lymphocytes could use to pass signals into the brain. 

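The 4 markers were compared in microglia of 6 control and 6 Rag2-/- mice. Cx3cr1 (ENSMUSG00000052336, chromosome 9 of GRCm39, 119877749 to 119898945) stood at 744 ± 60.0 CPM in controls and 868 ± 89.5 in Rag2-/- mice (SD, n = 6 each), with a log2 fold change of 0.21 (standard error 0.10, adjusted p = 0.999 from edgeR's quasi-likelihood test, unadjusted p = 0.0446). Tmem119 (ENSMUSG00000054675, chromosome 5, 113931781 to 113938577) stood at 598 ± 190 and 564 ± 77.6 CPM, a log2 fold change of -0.05 (standard error 0.15). Aif1 (ENSMUSG00000024397, chromosome 17, 35387384 to 35395053) stood at 241 ± 66.5 and 206 ± 43.8 CPM, a log2 fold change of -0.20 (standard error 0.16). Both were far higher in control replicate 1 (979 and 374 CPM) than in the other 5 control libraries (474 to 576 and 196 to 228), and without it their log2 fold changes were 0.12 and -0.05. P2ry12 (ENSMUSG00000036353, chromosome 3, 59123682 to 59170429) stood at 986 ± 178 and 993 ± 84.5 CPM, a log2 fold change of 0.02 (standard error 0.12) that took either sign, from -0.06 without control replicate 2 to 0.10 without control replicate 1. Tmem119 was also 0.02 with limma's voom weights, and 0.01 without Rag2-/- replicate 4. The adjusted p was 0.999 for each of the 4 genes, and none passed 0.05 in any of the 23 alternatives, where the lowest adjusted p was 0.837. Exons of genes on the opposite strand overlap 16.6% of the exonic bases of Aif1, 9.2% of those of P2ry12 and 1.7% of those of Cx3cr1, so these counts are uncertain to that extent. With Itgb5 and Tgfb1, these are the 6 genes the paper names in microglia, of which 0 passed over all genes tested and 0 when adjusted over the list alone, with 1 at an unadjusted p under 0.05.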

To further assess markers of microglia in immune-compromised mice, we performed RNA and protein level analysis of microglial markers. First, we reanalyzed our RNAseq data by identifying a panel of microglial genes, and we generated an aggregate expression score for each sample (Panel C in S1 Fig). There were no differences between Rag2^-/-^ and control mice. 

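A score was computed for each microglia library as the mean z-score of the 8 microglia genes of Fig 1C, from CPM of total gene counts, since the paper's text does not name the genes of its own score. The score was 0.068 ± 0.321 in controls (SD, n = 6) and -0.068 ± 0.176 in Rag2-/- mice (SD, n = 6). The difference of -0.136 was smaller than the spread between libraries (exact permutation test, two-sided, p = 0.370 over 924 arrangements). On a log2 scale it was -0.121 (exact p = 0.452), and with TMM scaling it was 0.025 (exact p = 0.933). Single libraries moved the difference, to -0.205 without control replicate 2, -0.194 without Rag2-/- replicate 2, -0.035 without control replicate 4 and -0.041 without control replicate 5, with exact p between 0.195 and 0.805 over the 12 such fits.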

Second, we performed RNAscope *in situ* hybridization to visualize the expression of genes found in mature microglia: *Tmem119*, *C1qa*, and *Junb*. Once again, we found no differences in gene expression (Panels A, B in S1 Fig). Lastly, we performed immunohistochemistry to assess protein levels of the microglial markers Iba1, P2ry12, and Cd68, and we continued to detect no differences in the Rag2^-/-^ mice (Panel D in S1 Fig).

Given the striking lack of aberration among these brain resident immune cells, we asked whether microglia responded to other changes in peripheral immunity. One such animal model knocks out a set of major histocompatibility complex class II (MHCII) genes, which results in the loss of CD4+ T cells [71]. Rag2^-/-^ mice, in contrast, lack all mature lymphocytes, including all T cells and B cells for a more complete depletion of adaptive immune cells. MHCII^-/-^ animals show substantial differences in microglia transcription, including downregulation of highly expressed microglial genes including *P2ry12*, *Itgb5*, and *Tgfb1* [62]. To make a direct comparison between microglial gene expression in total lymphocyte-deficient *Rag2*^-/-^ mice and CD4+ T lymphocyte-deficient MHCII-knockout mice in Pasciuto 2020, we took a more systematic approach to assess whether the microglial differential gene expression signature observed in T lymphocyte-deficient MHCII-knockout mice is enriched in microglia from *Rag2*^*-/-*^ mice. We took all the differentially expressed genes in microglia from MHCII-knockout mice from the Pasciuto study and performed gene set enrichment analysis (GSEA) using our RNA-seq data [62]. We found that the up- and down-regulated genes identified in their study did not show global enrichment in our dataset (Fig 2C). That is to say, upregulated genes in MHCII-knockout microglia did not trend toward higher expression in *Rag2*^*-/-*^ microglia, nor did downregulated genes in MHCII-knockout microglia trend toward higher expression in immunocompetent microglia in this current study. This contrast suggests that the exact complement of peripheral lymphocytes can exert highly varied and perhaps surprising changes in the brain.

## Discussion

We generated transcriptomic data of acutely purified glial cells from mice lacking adaptive immune cells and their immunocompetent littermates. We found differentially expressed genes among oligodendrocytes, while the transcriptome of microglia, astrocytes, and OPCs remained largely unaltered by the lack of lymphocytes. In oligodendrocytes, we found altered localization of the RNA-binding protein QKI. Given previous reports of microglia changes in immune-compromised mice [62], we validated our sequencing results with *in situ* hybridization and immunohistochemistry of microglial markers and found no differences in *Rag2*^-/-^ mice. We also performed a bioinformatic analysis of the microglia that failed to detect the previously reported gene signature found in a different T lymphocyte deficiency model. Together, these data shed light on the impacts of peripheral immune cells on the brain, and suggest underappreciated interactions between oligodendrocytes and lymphocytes.

### Molecular profile of oligodendrocytes in the absence of adaptive immunity

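The effect of the genotype in oligodendrocytes was also set against the mean of its effects in OPCs, astrocytes and microglia, in 1 edgeR quasi-likelihood fit of the 43 libraries with an interaction term. The difference passed an adjusted p of 0.05 for 474 of 21368 genes, 213 higher and 261 lower in oligodendrocytes, and 3729 genes had an unadjusted p under 0.05. Psmd5 (log2 difference 1.95, standard error 0.27, adjusted p = 9.69e-05), Ppia (2.10, 0.38, 0.0024), Man1a2 (-0.97, 0.19, 0.00355), Sema3b (5.84, 1.32, 0.014) and Gli1 (-4.29, 1.03, 0.0206) were among the 474 genes, and Iftap (1.70, 0.92, 0.339) was not. The libraries of 1 mouse were treated as independent, and 1 spread per gene was fitted for all cell types, although the common coefficient of variation was 67.3% in oligodendrocytes and 28.2% to 39.3% in the other cell types. For 156 of the 474 genes, 1 oligodendrocyte library held over 50% of the oligodendrocyte counts, and for 63 of them it was control replicate 5. Without that library 280 genes passed, and without replicates 1 and 3 of the controls or of the Rag2-/- mice 868, 785, 886 and 741 genes passed. When the 8 oligodendrocyte libraries were split in each of the 70 possible ways, 29 splits, the real one included, gave at least 474 genes. Among the 16 splits that part all 4 littermate pairs, as the real one does, the real split gave the most and the next largest number was 427.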

Oligodendrocytes were the only cell class in this study to show appreciable differential expression in *Rag2*^*-/-*^ mice. The differentially expressed genes have a wide variety of functional roles in the brain that defy easy classification. Pathway analysis of gene expression, including gene ontology and gene set enrichment analysis, failed to identify larger patterns among these genes. 

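Gli1 and Psmd5 were tested in the same fit of 4 control and 4 Rag2-/- oligodendrocyte libraries. Gli1 (ENSMUSG00000025407, chromosome 10 of GRCm39, 127165751 to 127177865, minus strand) had 11 to 47 counts in controls, 2.45 ± 1.76 CPM (SD, n = 4), and 0 to 3 counts in Rag2-/- libraries, at least 9.93-fold lower. Its unadjusted p was 0.00242 and its adjusted p 0.998 in edgeR's quasi-likelihood test, and 1 of 19 alternatives passed the threshold, the DESeq2 test on all genes (adjusted p = 0.0129, range 0.0129 to 1.00). Psmd5 (ENSMUSG00000026869, chromosome 2, 34739746 to 34764980, minus strand) stood at 7.72 ± 2.73 CPM in controls and 23.6 ± 14.03 in Rag2-/- mice (SD, n = 4 each), a log2 fold change of 1.88 (standard error 0.43, adjusted p = 0.998, unadjusted p = 0.000987, rank 5 of 13802). It passed the threshold in 2 of 21 alternatives, at 0.000802 in the DESeq2 test on all genes and 0.0238 in the DESeq2 test on genes past the filter, where the highest adjusted p was 1.00. Leaving out each library in turn gave log2 fold changes of 1.51 to 2.18 for Psmd5, and the 7 such fits in which Gli1 was tested gave -5.69 to -4.40. Exons of genes on the opposite strand overlap 7.3% of the exonic bases of Gli1 and 10.8% of those of Psmd5, whose counts are uncertain to that extent. Of the 7 genes the paper names in oligodendrocytes, 5 passed the filter, and 0 of these passed the threshold over all genes tested while 5 did when adjusted over the list alone, which is not independent evidence because the study chose them on these samples.

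**Figure D2:**
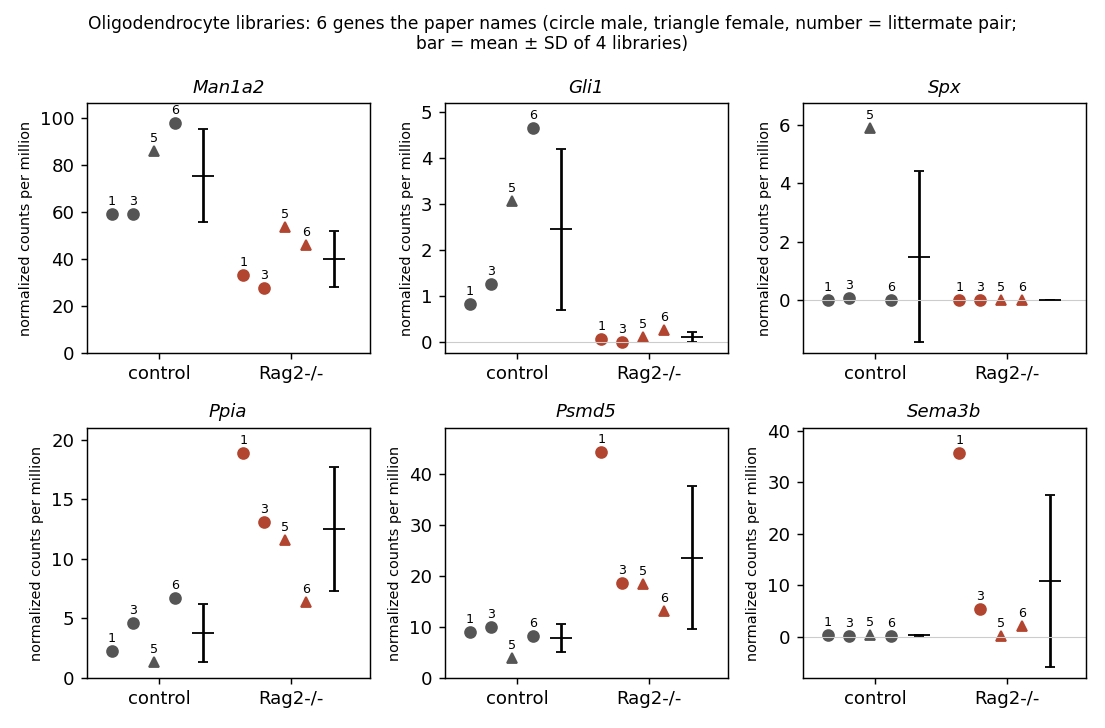
Normalized CPM (vertical axes) of Man1a2, Gli1, Spx, Ppia, Psmd5 and Sema3b in each control and Rag2-/- oligodendrocyte library (horizontal axes). Circles are male and triangles female libraries, the number beside each is its littermate pair, and bars give the mean ± SD of 4 libraries. The 4 control libraries of Man1a2 lie between 59.0 and 98.1, all above the Rag2-/- libraries, while the mean of Spx in controls and of Sema3b in Rag2-/- mice comes mainly from 1 library each.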

Among the differentially expressed genes were axon guidance cues (*Sema3b*), glycosylation enzymes (*Man1a2*), neuropeptides (*Spx*), transcription factors (*Gli1*), and proteasome components (*Psmd5*).

At the protein level, we found differences in the expression of RNA-binding protein Quaking isoform 7, as shown with the classical oligodendrocyte marker CC1. QKI is important for trafficking various mRNAs, including the key myelin protein gene *MBP*. In Rag2^-/-^ white matter, QKI7 no longer enters the processes, which may be relevant for delivering important oligodendrocyte transcripts like *MBP* to sites of myelination. We find that the overall levels of MBP do not change in adult Rag2^-/-^ mice, but future studies could investigate potential changes during myelination in development that may underlie the behavioral phenotypes observed in these mice.

The link between peripheral immune state and oligodendrocyte transcription may provide a fruitful new avenue for understanding their interactions under pathological conditions. Lymphocyte interactions with oligodendrocytes and their myelin sheaths have long been suspected to be central to the demyelinating pathology of multiple sclerosis [51]. To our knowledge, this is the first evidence that oligodendrocytes are affected by lymphocytes in the healthy brain. Further elucidation of the interactions between oligodendrocytes and lymphocytes in homeostatic conditions could improve our understanding of how these interactions become maladaptive in a disease state.

### Homeostatic microglia are unaltered in total lymphocyte deficiency

In this study, we find that microglia in adult *Rag2*^-/-^ mice under homeostatic conditions are indistinguishable from microglia in immunocompetent mice in their transcriptome profiles. This finding comes in surprising contrast to a previously published report that CD4+ T-cells were required for microglial maturation [62]. In that study, investigators used an MHCII knockout mouse model that lacks several genes that make protein products for the major histocompatibility complex 2. MHCII^-/-^ mice specifically lack CD4+ T-cells, while maintaining other lymphocyte populations including CD8+ T-cells and B cells [71]. Single-cell sequencing of these cells found that MHCII^-/-^ microglia downregulated highly expressed microglial markers including *P2ry12*, *Itgb5*, and *Tgfb1*. They therefore conclude that microglia from MHCII^-/-^ mice are arrested in an immature state.

In contrast, the *Rag2*^*-/-*^ model used in the current study results in the loss of all mature lymphocytes, including CD4+ T cells, CD8+ T cells, and B cells [58]. Despite a more comprehensive loss of adaptive immune cells, microglia from these mice did not show major transcriptional perturbations. 

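Among the genes that fell in MHCII-knockout microglia, Itgb5 and Tgfb1 were measured here in 6 control and 6 Rag2-/- mice. Itgb5 (ENSMUSG00000022817, chromosome 16 of GRCm39, 33649988 to 33771137) stood at 341 ± 48.2 CPM in controls and 329 ± 41.1 in Rag2-/- mice (SD, n = 6 each), a log2 fold change of -0.03 (standard error 0.11, adjusted p = 0.999 from edgeR's quasi-likelihood test). It changed sign in some fits that left out 1 library, to 0.03 without control replicate 3, 0.02 without Rag2-/- replicate 4 and 0.01 without Rag2-/- replicate 5. Tgfb1 (ENSMUSG00000002603, chromosome 7, 25386390 to 25404506) stood at 329 ± 52.0 and 359 ± 48.3 CPM, a log2 fold change of 0.13 (standard error 0.12, adjusted p = 0.999 from the same test). Neither gene passed 0.05 in any of 23 alternatives, and the lowest adjusted p was 0.937 for Itgb5 and 0.863 for Tgfb1. In simulated counts for these 12 libraries, with 100 genes changed by a log2 fold change of 1, edgeR's test recovered 58.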

The divergence in these two immunodeficiency models poses several interesting possibilities that should be explored in future studies. First, various lymphocyte classes may exert different or even opposing influences on brain cells. Perhaps the MHCII^-/-^ microglia are altered not just by the absence of CD4+ T-cells, but also the influence of remaining T-cells and B-cells that would otherwise face regulation by CD4+ T-cells. This model could be compatible with unperturbed Rag2^-/-^ microglia, where the relative balance of lymphocyte classes is maintained (i.e. all present or all absent). Alternatively, MHCII^-/-^ may directly alter microglia. Microglia can express MHCII genes and become antigen presenting cells, whereas Rag2 is a lymphocyte-specific protein. However, microglial MHCII expression is largely thought to occur in pathological conditions, and little if any MHCII protein expression has been found in homeostatic microglia. Furthermore, Pasciuto et al. show that reintroduction of CD4+ T-cells to MHCII^-/-^ slice culture can partially rescue some downregulated microglia genes, which argues for a causal role of lymphocytes in MHCII^-/-^ microglia. Still, loss of MHCII genes may exert direct effects on microglia that are absent in the Rag2^-/-^ model. The distinctions between the MHCII and Rag2 models serve as a fruitful ground for further dissection of lymphocytic influence in the brain.

Neuro-immune interactions represent an exciting frontier of neurobiology that was previously overlooked. While modern studies now suggest influential roles of peripheral immune cells in brain function and behavior [4, 10, 59, 60, 78], it is important to understand the extent and the limits of this influence. These data provide important insight into which brain cells might interface with adaptive immune cells in non-pathological conditions. Of equal importance, this study also points to limits of adaptive immune influence in the central nervous system, and it insinuates that various peripheral immune cells may wield distinct influences within the central nervous system that remain to be explored.

## Supporting information

S1 File Rag2 glia gene expression. Gene expression of glia (astrocytes, microglia, oligodendrocytes, and OPCs) from Rag2^-/-^ mice and immunocompetent controls, quantified by transcripts per million (TPM).
(XLSX) Click here for additional data file.

S2 File Rag2 glia differential gene expression by genotype. Differential gene expression analysis results comparing glia (astrocytes, microglia, oligodendrocytes, and OPCs) from Rag2^-/-^ mice and immunocompetent controls using DESeq2.
(XLSX) Click here for additional data file.

S3 File Rag2 glia differential gene expression by sex. Differential gene expression analysis results comparing glia (astrocytes, microglia, oligodendrocytes, and OPCs) from females vs. males.
(XLSX) Click here for additional data file.

S1 Fig Normal microglial markers at the RNA and protein levels. A) Example RNAscope images of microglial markers Tmem119 (green), C1qa (orange), and Junb (red) and composites including DAPI (blue) in the cerebral cortex. Top: Rag2^+/+^ immunocompetent; bottom: Rag2^-/-^ immunodeficient. Scale bar = 100 μm. B) Quantification of RNAscope based on fluorescence intensity (top row) or area (bottom row) of microglial genes Tmem119 (Mean fluorescence: p = 0.79, mean[control, KO] = 10.6, 10.0, SD[control, KO] = 0.54, 3.34; Area: p = 0.68, mean[control, KO] = 74.9%, 66.0%, SD[control, KO] = 18.3, 28.6), C1qa (Mean fluorescence: p = 0.43, mean[control, KO] = 63.9, 72.0, SD[control, KO] = 8.0, 13.5; Area: p = 0.77, mean[control, KO] = 87.7%, 83.9%, SD[control, KO] = 15.2, 14.4), and Junb (Mean fluorescence: p = 0.63, mean[control, KO] = 5.67, 4.56, SD[control, KO] = 3.37, 0.74) from Rag2^-/-^ and control mice (n = 3 KO, 3 WT). Error bars = SEM. C) Expression of microglia marker genes. Left: Heatmap of expression of 12 microglial marker genes, shown as transcripts per million (TPM) with z-score normalization across all samples, defined as (expression in the sample—the average expression across all samples)/standard deviation. Right: Microglial maturation score quantification, defined as the average z-score across all genes for each sample (p = 0.81, mean[control, KO] = -0.065, 0.065, SD[control, KO] = 1.03, 0.35). D) Immunostaining of microglial proteins. Top: representative images of Iba1, P2ry12, and Cd68 from Rag2^+/+^ and Rag2^-/-^ mice. Scale bar = 50 μm. Bottom: Quantification of fluorescence intensity for Iba1 (p = 0.67, mean[control, KO] = 712, 743, SD[control, KO] = 15.8, 122.4), P2ry12 (p = 0.57, mean[control, KO] = 466, 506, SD[control, KO] = 77.1, 80.6), and Cd68 (p = 0.89, mean[control, KO] = 373, 363, SD[control, KO] = 17.6, 99.1). Error bars = SEM.
(TIF) Click here for additional data file.

S2 Fig PCA plots of Rag2 glia. PCA of RNA sequencing data from glia from Rag2^-/-^ and control mice. Red = female, blue = male.
(TIF) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

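The samples were oligodendrocytes, OPCs, astrocytes and microglia immunopanned one after another from the same cortical cell suspension of immunocompetent and Rag2-/- mice. In immunopanning, cells bind to plates coated with an antibody against a protein on their surface, which was CD45 for microglia, PDGFRα for OPCs, GalC (from a hybridoma, a cultured antibody-secreting B cell line) for oligodendrocytes and HepaCAM for astrocytes. Plates of another hybridoma antibody, O4, removed more OPCs before the GalC plates and gave no libraries. The authors amplified cDNA from the RNA, sequenced read pairs of 50 bases on an Illumina NovaSeq, aligned them with STAR to the mouse genome GRCm39 and counted them on the genes of the Ensembl annotation with HTSeq, in the versions given in the Methods. What they deposited for each library is the whole-number count of read pairs per gene, with no correction for depth, gene length or batch. Besides the genes, each library lists 5 sums of read pairs that were counted on no gene, because they met no gene, more than 1 gene or several places in the genome. These sums held 33.5% to 52.0% of the read pairs of a library, of which pairs that met no gene were 21.6% to 40.1%, and they were left out of library sizes and tests. Amplification multiplies molecules before counting, so counts of genes with few molecules vary between libraries by more than counting error.

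Samples were grouped by cell type, genotype, sex and littermate pair as the labels and the paper give them. Gene names, biotypes and coordinates came from the GENCODE M39 annotation of GRCm39, the build of the authors' alignments but a later annotation than theirs. It held 54749 of the 55416 gene identifiers, the paper's supplementary tables named 23 more, and 644 kept only their identifier. Libraries of the same condition were compared for identity. The smallest chi-square between their counts was 8.18 per gene, where counting error alone gives about 1, so each library was counted as its own sample. The paper states that the mice were littermate pairs and the labels number them. Over genes, the deviations of 2 libraries of a pair from their group means correlated on average by 0.125 in oligodendrocytes, 0.114 in OPCs, 0.156 in astrocytes and 0.103 in microglia, against -0.041, -0.023, -0.030 and -0.021 for libraries of different pairs.

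Differential expression was tested in R 4.3.3 with edgeR 4.0.16, as described at the first result, for genotype and for sex in each of 4 cell types, 8 comparisons in all. A joint fit of all libraries tested whether the genotype effect in oligodendrocytes differed from the mean effect in the other cell types. Where a named gene did not pass the filter on low counts, its fold change comes from the same edgeR test without the filter. Single values, such as the microglia score and the summed CPM of a gene list, were compared with exact two-sided permutation tests. Gene lists were tested with camera in limma 3.58.1, with a preset correlation of 0.01 between genes, where at least 3 genes of the list passed the filter, and p-values were adjusted over the 88 tests. The 13 lists were the astrocyte, oligodendrocyte, OPC and microglia panels of Fig 1C and lists of neuron, endothelial, mural and fibroblast, T and B lymphocyte, NK cell, interferon response, MHC class II, dissociation response and myelin genes. Before the tests were run on the real counts, each was tested on simulated data, in which 200 genes were changed by known amounts in counts drawn from the means and depths of these libraries. Each simulation was a single draw with the spread that edgeR estimated and without litter effects. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 read the counts, assembled the values and drew the plots.

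The grouping of samples, the main tests, the gene lists, the alternatives and the rule for naming genes were set before the data were examined, apart from the tests and alternatives that the text gives as chosen later. The alternatives were DESeq2's size factors in the edgeR fit, no filter on low counts, genes with a mean count of at least 10, DESeq2 1.42.0 on all genes and on the genes past the filter, limma's voom with sample quality weights, a robust quasi-likelihood fit, leaving out the term for sex or for genotype, the littermate pair as a block, heterozygous controls alone, the neuron list score as a covariate in oligodendrocytes, and each library left out in turn. Fry and an estimated correlation were the alternatives for gene lists, and TMM scaling, a median over libraries and a log2 scale those for panels and the score. Genes were named when the paper names them in its results, its discussion or Fig 1C for these libraries, when a supplementary table calls them by genotype in OPCs, microglia or astrocytes, when they encode a protein the paper stains in tissue (such as Mbp and Qk), when they belong to a gene list, and when they were among the 3 smallest p-values past the threshold in either direction of a comparison. Rag2 and Xist were also named. For 1 gene that this rule covers the result is not reported here. Genes outside this rule are given as chosen after their values were seen.

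Overlap of exons was measured in the annotation with both strands, since the strand setting of the counting is not known, and exact copies elsewhere in the genome were searched for in windows of 50 bases along a gene's longest coding transcript. Protein, immunohistochemistry, western blot and RNAscope data, the protein interaction network and the gene set enrichment against published sets were not analysed here. The supplementary table of genotype tests was read in a copy that ends at 1998 to 1999 entries for oligodendrocytes, OPCs and microglia, and at 853 for astrocytes, so no overlap or enrichment was tested on it.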

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

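The tests of the immunoglobulin genes, of length and GC content in 1 microglia library, of genes held mainly by 1 oligodendrocyte library, and of other splits of the libraries for the DESeq2 and interaction results were chosen only after those results were seen. Among 94 groups of 4 to 10 libraries, 1 library stood apart from the rest in 14 by Dixon's criterion, where chance alone gives about 4.7.

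Some genes that DESeq2 called between genotypes had a single library far from the others of its group. Spx stood at 5.88 CPM in control oligodendrocyte replicate 5 and at most 0.0743 in the other controls, and Sema3b at 35.7 CPM in Rag2-/- oligodendrocyte replicate 1 and 0.102 to 5.44 in the others. The explanation that single libraries carry the DESeq2 calls was tested in oligodendrocytes. Of the 199 genes called by genotype, 79.4% had over 50% of their normalized counts in 1 library, in 143 cases control replicate 5. The calls may thus come in large part from single libraries, and in 13 of the 35 ways to split the 8 libraries into groups of 4 DESeq2 called at least 199 genes. The split of pairs 1 and 3 against pairs 5 and 6, which follows litter, gave 743, and with the littermate pair as a block edgeR's test called 0 genes (384 with an unadjusted p under 0.05). Among the 8 splits that part all 4 pairs, as the real one does, the next largest number was 184. For the 425 genes called by sex, the share in 1 library was 45.2%. With its library of most counts left out, 59 of the 425 were still called. Of these, 52 were among the 233 genes with no library over 50% of the counts. For the 59 genes, counts of a single library are not the whole cause, and for the other 366 this stays open. At least 425 genes were called in 4 of the 56 ways to split the libraries into 3 and 5, and the 24 splits that part 1 pair, as the real one does, include these 4. Control replicate 5 was the only female control. Genes held mainly by 1 library were also counted over all 20904 genes with at least 15 counts, called or not. Control replicate 5 held over 50% of the CPM of 586 of these genes, and 3 of the other 7 libraries held as many or more (from 380 to 691 over these 7), so its own number of such genes was not unusual. This count did not vary the place of that library in the model, so it cannot test that place as the cause. DESeq2 on all genes without a sex term, chosen after the results were seen, called 23 genes in place of 199. The number of calls thus depended on the sex term, and its place as the only female control may account for the calls in control replicate 5. Rag2-/- replicate 5, its female littermate, held over 50% of the counts of 0 of the 199 genes, but genes called lower in Rag2-/- mice are low there by selection, so sex and litter stay open.

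S1pr4 stood at 16.2 CPM in the OPC library of Rag2-/- replicate 6, against 0.0843 to 0.550 in the other Rag2-/- libraries (mean 0.318). The same library had 23118497 counts on genes, against 10390266 to 14015408 in the other Rag2-/- OPC libraries. Depth alone does not change a CPM value. No other explanation was tested, biological ones included.

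In microglia control replicate 1, 6 genes stood above the other libraries of their group. Tmem119 was at 979 CPM (474 to 576 in the other controls), Aif1 at 374 (196 to 228) and Ptprc at 634 (388 to 437). Among males, Uty was at 36.2 CPM (21.9 to 27.5), Eif2s3y at 89.2 (31.0 to 50.2) and Ddx3y at 207 (104 to 118.9). Cx3cr1, another microglia marker, was not raised there (658 CPM). P2ry12 was highest there (1280 CPM, 803 to 1089 in the other controls) but did not stand apart by Dixon's criterion. This library had the fewest counts of the microglia libraries (6499417), the largest share of counts on 18S rRNA (23.8%, against 9.19% to 20.1%) and the widest spread of log2 deviations from the other libraries (0.79, against 0.44 to 0.62). The explanation that trends with exon length or GC content raised these genes was tested over 14952 genes, 99.7% of those tested by genotype. The rank correlation of the deviations, across genes that are not independent replicates, was -0.087 with exon length and -0.133 with GC content, and other libraries reached -0.138 and 0.222. With both trends removed from each library, all 6 genes still stood apart, which argues against these trends as the whole cause for them. P2ry12 then stood at 1059 CPM, within the other controls (757 to 1061). Its Xist and Y chromosome counts were those of a male, as labelled. Its larger share of rRNA and a difference of that mouse stay open, and no biological explanation was tested.

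In some cases the library that stood apart did so on counts at or near the floor of 3. Kdm5d had 0 counts in the female OPC library of control replicate 5, and 2, 3 and 6 counts (0.253 to 0.278 CPM) in the other female OPC libraries. Rag2 had 4 counts (0.344 CPM) in the OPC library of control replicate 6 and 0 in the other 5 control OPC libraries. Such differences lie within counting error at this depth.

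Ext2 (chromosome 2 of GRCm39, 93491373 to 93653003), named here after its values were seen, stood at 272 CPM in the OPC library of control replicate 6, against 34.5 to 58.7 in the other controls, and at 151 CPM in the astrocyte library of control replicate 5, against 19.9 to 47.8. The other libraries of these mice did not share this, with 3.86 and 24.2 CPM in oligodendrocytes and microglia of control 6. In oligodendrocytes Ext2 ranked first in edgeR's quasi-likelihood test by genotype, with 2.33 to 12.9 CPM in controls and 7.75 to 373 in Rag2-/- libraries (log2 fold change 4.03, adjusted p = 0.4996). The log2 fold change was -0.94 in microglia and -1.04 in astrocytes, where the adjusted p was 0.999 and 1.00. No explanation of these single libraries was tested.

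The genotype effect in oligodendrocytes differed from the mean effect in the other cell types, by the interaction term of the joint edgeR fit, for 474 genes. Ext2, with a log2 difference of 4.77 (adjusted p = 0.000398), was 1 of them, and 56 of the 474 were among the 199 genes called by DESeq2 in oligodendrocytes. Of the 70 ways to assign the 8 oligodendrocyte libraries to 2 groups of 4, with the other cell types kept as they were, 29 gave at least 474 genes (median 401, from 6 to 2247). This number stays within what arbitrary groups of these libraries give, but most of these groups keep some littermates together, which the real one does not. The largest number came from pairs 1 and 3 against pairs 5 and 6, a split by litter. Among the 16 assignments that part all 4 pairs, the real one gave the most and the next largest number was 427. Without control replicate 5 the number was 280, and without Rag2-/- replicate 1 it was 886. Fitted alone, oligodendrocytes gave 0 called genes by genotype and 467 with an unadjusted p under 0.05, and the joint fit uses 1 spread per gene for all cell types.

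Igkc was counted in each oligodendrocyte library, although mature B cells are absent in Rag2-/- mice. It had 73 to 352 counts in the control libraries and 121 to 321 in the Rag2-/- libraries, against 0 to 10 in OPC and 0 to 3 in astrocyte libraries. The explanation tested was RNA of the hybridoma that makes the GalC antibody, carried over from the plates of oligodendrocyte panning. A single clone would bring 1 heavy chain gene and 1 kappa variable gene. Ighg3 had 111 to 679 counts in each of the 8 libraries, and Igkv16-104, both named after their values were seen, had 26 to 351. Of 100 kappa variable genes, Igkv16-104 had the most counts in 7 of the 8 libraries, all 4 Rag2-/- libraries among them, and held 36.8% to 98.9% of the kappa variable counts. In control replicate 6 it came behind Igkv4-50, with 43 against 49 counts, which a single clone alone does not give. The cells had also passed over plates of another hybridoma, O4, before the GalC plates. None of the 35 libraries of the other cell types had more than 3 counts of Igkv16-104. Carry-over from hybridoma plates may thus account for the immunoglobulin counts in most oligodendrocyte libraries, as a hypothesis that these counts were also used to form. Which hybridoma gave them was not tested, and cells of the mouse itself stay open for the rest. Ighm, another heavy chain gene, had 135 to 485 counts in the oligodendrocyte libraries, more than Ighg3 in 4 of the 8, and did not follow this pattern, since it was also counted in every OPC (74 to 623), astrocyte (26 to 111) and microglia library (1828 to 5480). An annotated gene on the opposite strand overlaps nearly all of Igkc, and variable genes resemble each other, so these counts are uncertain.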

How the results depend on the processing

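The DESeq2 fit without a sex term, the DESeq2 fit of sex with the neuron list score and the paired test of the microglia score were chosen only after the results were seen. Every other alternative named here had been listed earlier. Each listed alternative was run, but not for every comparison. The sex tests had no fit with the pair block or with heterozygous controls alone, and the joint fit had fewer alternatives. Across the numbers of called genes, the panel shares, the microglia score and the gene list tests, 78 values under other settings stayed within 1.5 times the reported number, within the spread between libraries or on the same side of the threshold, 24 rose beyond that, 3 fell, 6 panel shares moved and 1 value changed its sign. When 1 library was left out, 93 stayed, 11 rose and 2 fell.

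Leaving out the filter on low counts raised every number of genes called by edgeR's test. By genotype it gave 14 genes in oligodendrocytes, 90 in OPCs, 30 in astrocytes and 9 in microglia, and by sex 99, 72, 118 and 25. With genes of a mean count of at least 10, microglia gave 3 genes by genotype. DESeq2 on all genes gave 199 genes by genotype in oligodendrocytes, 5 in OPCs and 3 in microglia, and 425, 13, 18 and 12 by sex in oligodendrocytes, OPCs, astrocytes and microglia. On the genes past the filter, DESeq2 gave 12 genes by genotype in oligodendrocytes and 3 in OPCs, and by sex 146 in oligodendrocytes, 16 in astrocytes and 11 in microglia. Without the sex term, DESeq2 on all genes gave 23 genes by genotype in oligodendrocytes, and with the neuron list score as a covariate it gave 378 by sex. With limma's voom, 2 genes were called by sex in oligodendrocytes. In the joint fit DESeq2 gave 1426 interaction genes. The cause of these changes was not tested. In counts simulated from the oligodendrocyte libraries, for the genes past the filter, DESeq2 made 33 false calls by genotype and 36 by sex, edgeR 0 and 1.

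Across the fits that each left out 1 library, the number of genes called by sex in oligodendrocytes ran from 3 (without Rag2-/- replicate 1) to 5, and that of interaction genes from 280 (without control replicate 5) to 886 (without Rag2-/- replicate 1). Microglia gave 1 or 2 genes by genotype, with 2 without control replicate 3 or any of the 6 Rag2-/- libraries, since filterByExpr then kept Cd3e. In 7 such fits the adjusted p of Cd3e stayed under 0.05. The number by genotype stayed at 0 in oligodendrocytes and at 1 in OPCs and astrocytes in every such fit.

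With the littermate pair as a replicate block beside sex and genotype, edgeR's test called 0 genes in oligodendrocytes (384 with an unadjusted p under 0.05, smallest adjusted p 0.0571), and 1 gene in each of the other cell types. The block changed the calls of the mural and fibroblast list in oligodendrocytes and of the myelin list in OPCs, given with the gene lists, and it changed no other call. No paired analysis was run for sex, because only pair 6 holds both sexes and a paired estimate would rest on that 1 pair. None was possible for the panel shares, which compare cell types. For the interaction none was run, because the joint fit has no term for the mouse. Within the 6 littermate pairs the microglia score differed on average by -0.136, lower in Rag2-/- mice in 4 of 6 pairs (exact sign-flip test, two-sided, p = 0.438 over 64 arrangements of signs).

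TMM scaling moved 6 of the panel shares by more than the spread between libraries. The share of the astrocyte genes in oligodendrocyte libraries became 5.63%, that of the oligodendrocyte genes 18.2% in astrocyte and 0.238% in microglia libraries, that of the OPC genes 11.8% in astrocyte and 33.7% in oligodendrocyte libraries, and that of the microglia genes 7.20% in oligodendrocyte libraries. It also changed the sign of the difference in microglia score, to 0.025. Of 9 gene list calls, 0 held under fry and 0 with an estimated correlation.

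Some small fold changes took either sign, and none of these genes passed the threshold in any alternative. The log2 fold change of Mbp was -0.02 in the reported fit and 0.01 without the filter, 0.09 without the sex term, 0.03 with the pair as a replicate block and the sex term, 0.09 with the block alone, 0.04 with heterozygous controls only, 0.04 with the neuron list score and 0.09 in DESeq2 without the sex term, and ran from -0.09 to 0.05 (without Rag2-/- replicate 1) when 1 library was left out. Tmem119 became 0.02 with limma's voom and ran from -0.11 to 0.12 (without control replicate 1). P2ry12 became -0.02 with the block and the sex term and ran from -0.06 (without control replicate 2) to 0.10. Itgb5 ran from -0.07 to 0.03 (without control replicate 3). Of the values of all named genes under other settings, 376 kept direction and side of the threshold, 19 rose past it and 7 fell short of it without changing direction, and 9 changed sign. Of those with 1 library left out, 410 kept both, 12 fell short of the threshold and 12 changed sign.

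In counts simulated from the oligodendrocyte libraries edgeR's test by genotype recovered 34 of 100 genes changed by a log2 fold change of 2 and 3 of 100 changed by 1, the latter against 45 to 58 of 100 in the other cell types. A count of 0 called genes in oligodendrocytes therefore does not exclude changes of this size. Group size, spread and depth were not separated as its cause.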

Differences from the paper's values

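The numbers of differentially expressed genes in oligodendrocytes differed from the paper's in edgeR's quasi-likelihood test. Between genotypes it called 0 genes higher and 0 lower in Rag2-/- mice, against the paper's 19 and 180, with 467 genes at an unadjusted p under 0.05, and 0 and 0 protein-coding genes, against the paper's 16 and 71. By sex it called 0 female-enriched and 4 male-enriched protein-coding genes, against the paper's 143 and 136. DESeq2 on all genes, the tool the paper's methods name, gave 19 and 180 genes, 16 and 71 protein-coding genes, and 142 female-enriched and 134 male-enriched protein-coding genes. None of the other alternatives set before the data were examined came within 1.5 times these numbers.

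In the other cell types the numbers of sex-associated protein-coding genes also differed. Astrocytes had 0 female-enriched and 4 male-enriched genes, against the paper's 1 and 13, where DESeq2 on all genes gave 1 and 13 and DESeq2 on the genes past the filter gave 12 male-enriched genes. Microglia had 0 female-enriched genes, against the paper's 3. DESeq2 gave 3 on all genes and 4 on the genes past the filter, limma's voom gave 2 and the fit without the genotype term gave 2. OPCs had 0 female-enriched genes, against the paper's 2, and DESeq2 on all genes gave 2. At an unadjusted p under 0.05 the sex term gave 991 genes in astrocytes, 588 in microglia and 726 in OPCs, both directions and all biotypes together. The rest of the alternatives set before the data were examined did not close these gaps.

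By genotype, 0 OPC genes were higher in Rag2-/- mice, against the 4 of the paper's supplementary table, with 679 genes at an unadjusted p under 0.05 in either direction, and DESeq2 on all genes gave 4. In microglia 1 gene was lower, against the paper's 3. DESeq2 on all genes gave 3, genes with a mean count of at least 10 gave 3, and the fits without control replicate 3 or any 1 of the 6 Rag2-/- libraries gave 2. The other alternatives set before the data were examined left both gaps open.

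Single genes that the paper calls differentially expressed did not all pass the threshold in edgeR's test. In oligodendrocytes these were Iftap, Man1a2, Ppia, Psmd5 and Gli1, each with an adjusted p of 0.998, and Spx with 0.729, and Sema3b passed it only without the filter on low counts, with 0.00636. DESeq2 on all genes called each of them. DESeq2 on the genes past the filter also called Iftap (0.0068) and Psmd5 (0.0238), and DESeq2 without a sex term, chosen after seeing the values, called Iftap (0.00154) and Sema3b (0.0131). Over the alternatives of each gene the adjusted p reached up to 1.00, except for Spx. In OPCs, Fkbp10, Ly6a and Cyb561d2 did not pass (0.449, 1 and 1). Fkbp10 and Ly6a were called without the filter (5.33e-06 and 0.000887) and by DESeq2 on all genes and on the genes past the filter, and Cyb561d2 by DESeq2 on all genes. S1pr4 in OPCs and Cd3e and Igkc in microglia did not pass the filter, and were called by DESeq2 on all genes and by edgeR's test without the filter. Genes with a mean count of at least 10 also gave a call of Cd3e and of Igkc, but not of S1pr4, and the fits without control replicate 3 or any 1 of the 6 Rag2-/- libraries a call of Cd3e. Kdm6a, which the paper calls female-enriched in astrocytes, had an adjusted p of 0.151 and was called without the filter and by both DESeq2 fits, as given at that result.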

Other observations

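The region around Rag2, the lymphocyte and NK genes under the filter on low counts, and the neuron list score in the DESeq2 fit of sex were tested only after the related results had been seen.

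The numbers of genes called by edgeR's test were set against other splits of the same libraries into groups of the same sizes, with the real split counted. For the 0 genes by genotype in oligodendrocytes (467 with an unadjusted p under 0.05), each of the 35 splits gives as many by construction, so this comparison decides nothing, and 34 of them gave 0. The exception was the split of pairs 1 and 3 against pairs 5 and 6, a split by litter, with 9 genes. For the 5 genes by sex in oligodendrocytes, 1 of 56 splits gave as many. Of 100 splits drawn in each of the other cell types, 3 gave as many genes by genotype in OPCs, 2 in astrocytes and 5 in microglia, and 2, 2 and 1 by sex. The largest number was 575, from a split of the microglia libraries that is not the real one. Compared with the splits that part as many littermate pairs, the real split by genotype was the 1 with as many genes among 9 in OPCs and 12 in astrocytes, while 2 of 12 had as many in microglia.

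Neuron genes were on average lower in male than in female oligodendrocyte libraries. Of 14 neuron list genes tested, 0 were higher in males, and their mean log2 fold change was -0.958 (camera, adjusted p = 6.17e-05), from -1.15 without control replicate 6 to -0.78 without control replicate 3. By library, their sum followed litter more closely than sex, since the libraries of pairs 5 and 6 all lay above those of pairs 1 and 3. In pair 6, the only pair with both sexes, the male library was the higher. The summed list stood at 2514 and 2399 CPM in the female libraries of pair 5, at 3064 CPM in the male control and 2464 CPM in the female Rag2-/- library of pair 6, and at 946 to 1522 CPM in the male libraries of pairs 1 and 3. Sex and litter nearly coincide here, since both sexes meet in pair 6 alone. The hypothesis that neuronal RNA in the libraries of one sex gives the sex-associated genes was tested with the neuron list score as a covariate. DESeq2 on all genes then called 378 genes in place of 425, and 218 genes were called both with and without it. The 218 genes include Xist and Y chromosome genes, which differ by sex in any cell and which no neuron score could remove. How many of the 218 lie on autosomes is not given here. Whether neuronal RNA causes the DESeq2 calls outside the sex chromosomes thus stays open. edgeR's test called 5 genes with the score, but Xist and the Y chromosome genes it had called differ by sex in any cell, so this number decides nothing. Of the 15 neuron genes, DESeq2 had called 1 without the score and 0 with it.

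Camera moved 9 of the 88 combinations of gene list, cell type and contrast past an adjusted p of 0.05, and none of the 9 passed under fry or with an estimated correlation, where the smallest adjusted p was 0.514 and 0.541. By genotype, the mural and fibroblast genes were lower in Rag2-/- oligodendrocyte libraries (mean log2 fold change -1.533, 0 of 6 genes higher, adjusted p = 0.0225). Without control replicate 6 the mean was -0.96 (unadjusted p = 0.0693), and with the littermate pair as a replicate block it was -0.993 (adjusted p = 0.380). The astrocyte panel was higher in Rag2-/- OPC libraries (0.459, 7 of 8 genes higher, adjusted p = 0.00136), with 0.26 without Rag2-/- replicate 1 and 0.453 (adjusted p = 0.0184) with the block. The myelin list in OPCs, at 0.289 (adjusted p = 0.420), rose to 0.559 (adjusted p = 0.0184) with the block. By sex, the mural and fibroblast genes were also lower in male oligodendrocyte libraries (-1.651, 0 of 6 higher, adjusted p = 0.0225). Male OPC libraries had lower oligodendrocyte panel genes (-1.132, 0 of 7 higher, adjusted p = 0.000154) and myelin genes (-1.165, 0 of 13 higher, adjusted p = 3.69e-09), and the myelin list holds all 7 genes of that panel. In male astrocyte libraries the microglia panel (0.776, 8 of 8 higher, adjusted p = 0.000164) and the dissociation response (0.241, 12 of 14 higher, adjusted p = 0.00481) were higher, the second at 0.14 without Rag2-/- replicate 1. Interferon response genes were lower in male than in female microglia libraries (-0.518, 0 of 13 higher, adjusted p = 7.14e-07). No explanation of these shifts was tested, and both the cells' own expression and RNA of other cells stay open.

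Gene by gene, with every list in every cell type that had a gene past the filter (49 combinations), 0 genes passed the threshold by genotype over all genes tested and 7 when adjusted over the list alone, in 3 combinations, with 21 at an unadjusted p under 0.05. By sex the numbers were 0 and 15, in 10 combinations, with 49 at an unadjusted p under 0.05. Summed over a list, no single list could pass an adjusted p of 0.05 in these exact permutation tests, since over 52 tests the smallest p they can give adjusts to 0.113 or more for a list alone. The smallest unadjusted p was 0.0476, for the astrocyte panel in OPC libraries, which stood at 142% of controls. Endothelial genes stood at 72.2% of controls in oligodendrocyte and 160% in OPC libraries (exact p = 0.657 and 0.102), MHC class II genes at 98.1% in microglia (exact p = 0.708), and the OPC panel at 90.1% in OPC libraries (exact p = 0.236), all two-sided.

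Lymphocyte transcripts were fewer in Rag2-/- microglia libraries. Summed over all 15 T and B lymphocyte genes the list stood at 95.7% of controls (exact p = 0.537), and its 3 genes past the filter, which microglia libraries express in both genotypes, had a mean log2 fold change of -0.071 (camera, adjusted p = 0.918). The other 12 genes summed to 14.1 ± 8.57 CPM in controls and 1.65 ± 0.569 in Rag2-/- mice (SD, n = 6 each), 11.8% of controls. The lowest control library (4.06 CPM) lay above the highest Rag2-/- library (2.27 CPM) (exact permutation test over 924 arrangements, two-sided, p = 0.00216, the smallest it can give). The technical explanation tested was a lower share of all CD45-positive cells other than microglia, which would lower NK genes alike. The 7 NK genes under the filter stood at 108% of controls (exact p = 0.864) and all 8 at 120% (exact p = 0.647), which argues against it. The remaining candidate explanation, lymphocytes in the control brains alone, is what the genotype gives and was not tested further. In oligodendrocyte libraries all 15 lymphocyte genes together stood at 82.6% of controls (exact p = 0.60), and the genes under the filter were summed in microglia alone.

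The RNA of 2 proteins that the paper stained in tissue was not called different between oligodendrocytes of the genotypes. These are counts per gene from cortical grey matter of 3-month-old mice, while the staining was done in older mice. They sum all isoforms and do not show where RNA or protein lies in a cell. The location of the QKI isoform that CC1 marks in white matter, which the paper reports, was therefore not tested. Mbp (ENSMUSG00000041607, chromosome 18 of GRCm39, 82493207 to 82603763) stood at 11950 ± 2393 CPM in controls and 12720 ± 2286 in Rag2-/- mice (SD, n = 4 each), a log2 fold change of -0.02 (standard error 0.14, adjusted p = 0.999 from edgeR's test). Qki (ENSMUSG00000062078, chromosome 17, 10411459 to 10539275), the current symbol of Qk, stood at 989 ± 183 and 1133 ± 124 CPM, a log2 fold change of 0.28 (standard error 0.16, adjusted p = 0.998 from edgeR's test). Over 21 alternatives each, 0 passed the threshold, with adjusted p from 0.994 to 1.00 for Mbp and 0.912 to 1.00 for Qki. Exons of other genes overlap 5.7% of the exonic bases of Mbp and 2.8% of those of Qki, whose counts are uncertain to that extent.

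The Rag2 allele may carry linked sequence of another mouse strain around it, and reads from such sequence can align differently. Within 10 Mb on either side of Rag2, with Iftap left out, 93 genes gave 310 tests by genotype over the 4 cell types. A p under 0.01 was found in 1.94% of them, against 0.49% of tests of genes on all autosomes, and 44 of 10000 random windows (0.4%) had a share as large. By the mean of -log10 p, however, 16.2% of the windows were as large, so the measures differ and the region cannot be told apart from others of its width. Only a few tests lie behind the share, with 3 in astrocytes and 1 in each of the other cell types, and 3 of these 6 are of Ext2, whose log2 fold change was 4.03 in oligodendrocytes but -1.04 in astrocytes and -0.94 in microglia.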
